# Discovery and characterization of a novel telomerase alternative splicing isoform that protects lung cancer cells from chemotherapy induced cell death

**DOI:** 10.1038/s41598-025-90639-3

**Published:** 2025-02-25

**Authors:** Jeongjin J. Kim, Alexander Ahn, Jeffrey Y. Ying, Andrew T. Ludlow

**Keywords:** Alternative RNA splicing, Telomerase, TERT, Lung cancer, Cancer, Cell biology

## Abstract

All cancer cells must adopt a telomere maintenance mechanism to achieve replicative immortality. Most human cancer cells utilize the enzyme telomerase to maintain telomeres. Alternative splicing of TERT regulates the amount and function of telomerase, however many alternative splicing isoforms of TERT have unknown functions. Single molecule long read RNA/cDNA sequencing of TERT revealed 45 *TERT* mRNA variants including 13 known and 32 novel variants. Among the variants, *TERT* Delta 2–4, which lacks exons 2–4 but retains the original open reading frame, was selected for further study. Induced pluripotent stem cells and cancer cells express higher levels of *TERT* Delta 2–4 compared to primary human bronchial epithelial cells. Overexpression of TERT Delta 2–4 enhanced clonogenicity and resistance to cisplatin-induced cell death. Knockdown of endogenous TERT Delta 2–4 in Calu-6 cells reduced clonogenicity and resistance to cisplatin. Our results suggest that TERT Delta 2–4 enhances cancer cells’ resistance to cell death. RNA sequencing following knockdown of Delta 2–4 TERT indicates that translation is downregulated and that mitochondrial related proteins are upregulated compared to controls. Overall, our data indicate that TERT produces many isoforms that influence the function of TERT and the abundance and activity of telomerase.

## Introduction

Telomerase is a ribonucleoprotein enzyme composed of a protein subunit TERT (Telomerase reverse transcriptase), RNA template TERC (Telomerase RNA component; also called TR), and accessary proteins^1^. The primary function of telomerase is to maintain or elongate telomeres by de novo telomere synthesis^2^. TERT has four protein domains (N-terminal extension, TEN; Telomerase RNA binding domain, TRBD; reverse transcriptase domain, RT; C-terminal extension, CTE). All four protein domains are required for telomerase to be able to synthesize telomere repeats^3,4^. Three localization signals are embedded in TERT’s exons including a mitochondrial targeting signal (MTS) in exon 1^5^, a nuclear localization signal (NLS) in exon 2^6^, and a nuclear export signal (NES) in exon 12^7^ (Fig. 1A). These signals play important roles in dictating the function of TERT proteins in different cell types and under different physiological conditions.

**Fig. 1:**
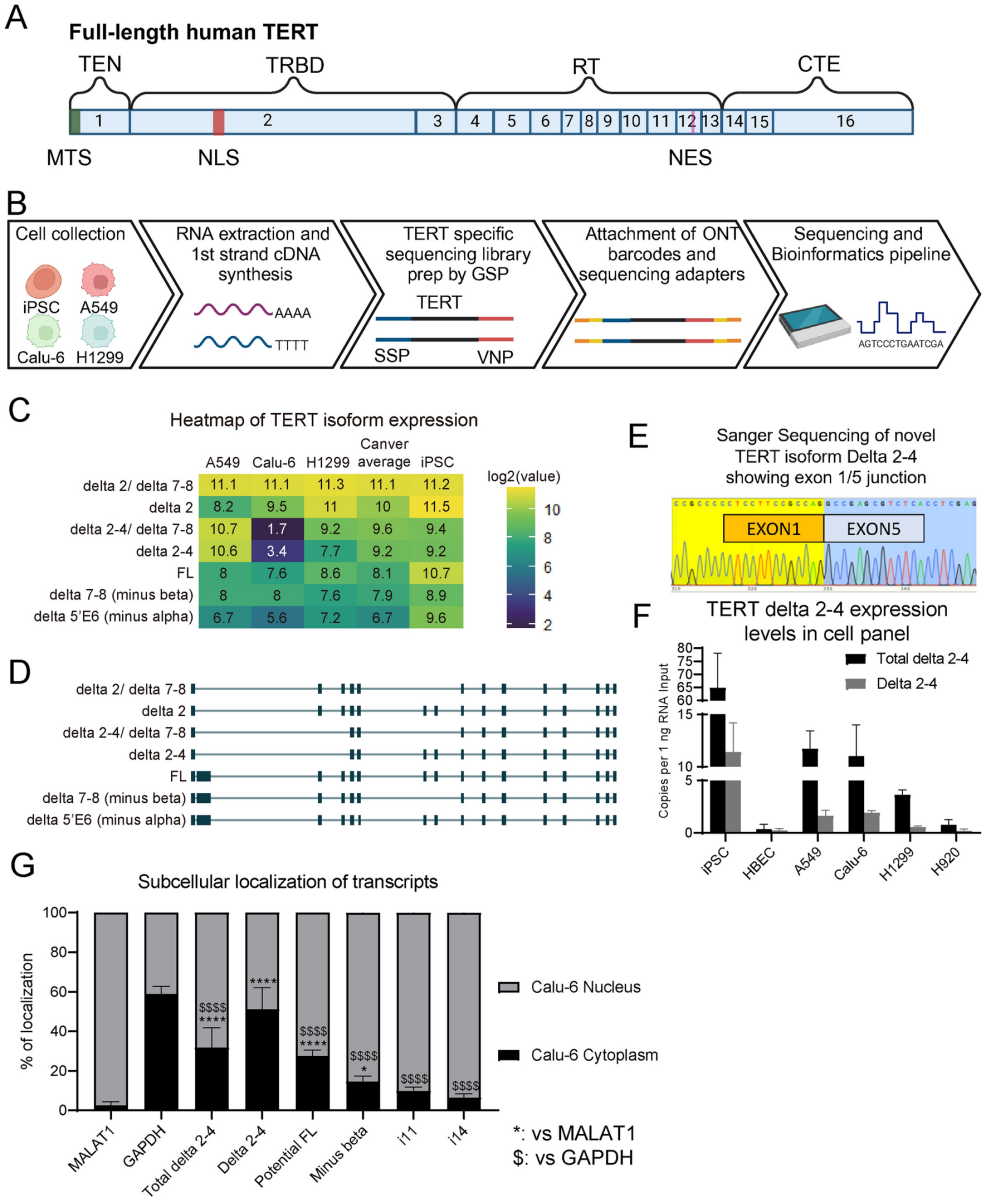
Long-read sequencing pipeline to discover novel TERT Delta 2–4 isoform and validation of Delta 2–4 expression. (**A**) Cartoon of full-length TERT exons. Four functional domains (*TEN* telomerase N-terminal, *TRBD* telomerase RNA-binding domain, *RT* reverse transcriptase, *CTE* C-terminal extension) and three localization signals (*MTS* mitochondrial-targeting signal in exon 1, *NLS* nuclear localization signal in exon2, *NES* nuclear export signal in exon 12) are shown. (**B**) Long-read sequencing pipeline to discover novel TERT isoforms. Four cell lines: induced pluripotent stem cells (iPSC-CHiPSC22), Calu-6, A549, and H1299 were pelleted from three biological replicates and RNA was extracted from each pellet. First strand cDNA was synthesized with oligo dT using superscript 4, followed by PCR with gene specific primers (GSP; TERT exons targeting primers) tailed with SSP or VNP (SSP-Exon 1 or VNP-Exon 16). After size exclusion of the TERT specific library, ONT (Oxford nanopore technology) barcodes and rapid 1D sequencing adapters were attached. Samples were loaded into MinION Mk1C and raw sequence files were processed by a bioinformatics pipeline consisting of Guppy, minimap2, TranscriptClean, TALON, SWAN, and R. (**C**) Heatmap showing expression levels of relatively abundant TERT isoforms. Numeric values are Log2-transformed TPM values and colors indicate expression level. Cancer average is the average of A549, Calu-6, and H1299. (**D**) Transcript models of the isoform (Left to right: 5ʹ to 3ʹ). Boxes indicate exons and solid lines between exons indicate introns. (**E**) Sanger Sequencing result confirmed TERT exon 2–4 splicing event from full length cDNA clone in pTOPO vector. (**F**) TERT Delta 2–4 expression levels in cell panels (determined by ddPCR; n = 3 biological replicates per condition). Total delta 2–4 indicates both exons 2–4 skipping variants including Delta 2–4 and delta2-4/delta 7–8, and Delta 2–4 indicates exons 2–4 skipping with exon 7/8 inclusion (note the capital D) (determined by ddPCR; n = 3 biological replicates per condition). (**G**) Percentage of localization between cytoplasm and nucleus was determined for nuclear non-coding RNA MALAT1, GAPDH, and TERT isoforms. Total delta 2–4: Delta 2–4 and delta 2–4/delta 7–8; Delta 2–4: exons 2–4 skipping with exons 7/8; Potential FL: exons 7/8 including TERT; Minus beta: exons 6/9 junction containing TERT; i11: intron 11 detained TERT; i14: intron 14 detained TERT (TERT isoforms: determined by ddPCR; MALAT1 and GAPDH: determined by gel-based PCR; n = 3 biological replicates). Unpaired t-test was performed to compare TERT mRNA variants’ percentage of localization compared to MALAT1 or GAPDH (^$$$$^*p* < 0.0001 compared to MALAT1; ****p < 0.0001 and *p < 0.05 compared to GAPDH). Data are presented as means ± standard deviations where applicable.

*TERT* is a 16-exon gene that when spliced to full-length *TERT* (FL *TERT*) generates active telomerase^8^. However, *TERT* pre-mRNAs undergo alternative splicing (AS) and can form *TERT* mRNA variants in addition to FL *TERT*^9^. There are over 20 alternative splicing variants of TERT that have been previously studied^10–17^. TERT alternative splicing not only produces *TERT* mRNA variants and protein isoforms, but it also regulates the subcellular localization of *TERT* pre-mRNAs and mRNAs^18^. Of the *TERT* variants that have been studied, none have been found to have telomerase activity. Minus beta (lacking exons 7–8), minus alpha (cryptic 5ʹ splice site in exon 6 removing 36 nucleotides), minus gamma (lacking exon 11), INS3 (modifications in intron 14-exon 16), and INS4 (modifications of intron 14–exon 16) have all been identified as likely lowly expressed dominant-negative isoforms^10,13–15^. However, the functions of many TERT isoforms remain unknown. The major technical roadblock to studying AS regulation of TERT is the lack of single molecule techniques for detecting multiple splicing events on individual mRNA molecules. For example, although single exon (e.g., exon 2, exons 7–8, and exon 11) splicing events are readily detected by RT-PCR, whether multiple splicing events occur on the same mRNA or on independent mRNAs is unknown. In fact, technological advancements have increased the throughput of full-length single molecule sequencing allowing for multiple cell lines to be profiled at once compared to the single cell lines that have been used in the past to study *TERT* alternative splicing variants^16,17^. By deciphering the catalogue of *TERT* mRNA variants across various cell types and determining the functions of TERT protein isoforms, we may be able to determine a means to target TERT specifically in cancer cells while sparing TERT functions in normal adult stem cells and other TERT positive cell types.

To begin to catalogue *TERT* mRNA variants, we generated *TERT* specific sequencing libraries from four telomerase positive human cell lines and sequenced them on an Oxford Nanopore Technologies (ONT) single molecule long-read sequencer. As a result, we detected 45 variants including 13 known and 32 novel *TERT* mRNA variants. Among the variants, we chose a newly identified *TERT* mRNA lacking exons 2–4 (we call TERT Delta 2–4) that maintained the original open reading frame of TERT. We determined that it was expressed in lung cancer cells and human induced pluripotent stem cells but not in normal human bronchial epithelial cells. Also, we identified that TERT Delta 2–4 promotes colony formation and protects lung cancer cells from chemotherapy (cisplatin).

## Materials and methods

### MinION TERT sequencing library preparation and sequencing

RNA was extracted (Qiazol) from four human cell lines (CHiPSC22 Takara, H1299, Calu-6, A549). cDNAs were synthesized (SuperScript IV Thermo Fisher). Sequencing libraries were prepared following ONT kit instructions with TERT specific primers with ONT sequences added on for a total of 30 cycles. DNA bands in the 2.5–4 kb range (upper bands; upper TERT) and bands below 2.5 to 0.5 kb (lower bands; lower TERT) were excised and purified via gel extraction (Qiagen). Next, the two size binned fractions were amplified with ONT barcoding primers 1–12 (4 cell lines by 3 replicates for each size bin) for an additional 20 cycles. Barcoded libraries from each cell line were pooled at equal molar ratios for each size bin (upper bands or lower bands). The pooled libraries for each size bin were sequenced on separate flow cells (one for upper bands and one for lower bands; R9.4.1 flowcells). Sequencing was performed for the standard 72 h sequencing protocol run on the MinION Mk1C, using the MinKNOW software (v 3.3.2). From the lower TERT libraries, 21.8 million reads were obtained and 16.4 million reads passed from all 12 samples. From the upper TERT libraries, 14.1 million reads were obtained, and 12.2 million reads passed from all 12 samples. Base-calling was performed by Guppy (v 3.1.5). Fastq files which were classified as passed (Phred score of 8) by the MinKNOW software were subsequently processed and analyzed.

### Bioinformatics analyses of TERT sequencing libraries

Passed fastq files were aligned to the human genome (GRCh38.p13) using minimap2 (v 2.14^19,20^) in SAM MD-tag aware mode. Sam files were sorted with SAMtools (v 1.13^21^) followed by transcriptClean (v 2.0.2^22^) for correction of read microindels (< 5 bp), mismatches, and noncanonical splice junctions (< 5 bp). Read annotation was performed with TALON (v 5.0^23^), using the human Gencode v.38 reference annotation gtf file with minimum alignment identity = 0.5 and coverage = 0.5. Identified transcripts were subsequently filtered using a minimum count threshold of N = 35 reads in K = 2 samples. Based on the quantification, Swan (v 2.0^24^) was used to further process the data. Analyses of the data were performed using python (v 3.9) and R studio (v 2022.07.01^25^) with the reshape2 package (v1.4.4^26^), dplyr package (v 1.0.6^27^), and ggplot2 package (v 3.3.6^28^).

### Bioinformatics analyses of Delta 2–4 knockdown and rescue

Calu-6 cell lines with stable expression of either empty Flag-V5 or Flag-V5-Delta 2–4 were treated with scramble non-targeting siRNA controls or an siRNA targeting Delta 2–4 TERT for 48 h. Long-read sequencing (cDNA) libraries were prepared, and sequencing was performed on a MinION Mk1c (see Supplemental Methods for details). Fastq files were aligned to the human genome (GRCh38.p14) and processed as described above using minimap2 (v 2.14^19,20^), SAMtools (v 1.13^21^), and transcriptClean (v 2.0.3^22^). Read annotation was performed with TALON (v 5.0^23^), using the human Gencode v.44 reference annotation gtf file with minimum alignment identity = 0.6 and coverage = 0.8. Identified transcripts were subsequently filtered using a minimum count threshold of N = 5 reads in K = 3 samples. The filtered count matrix generated by TALON (details are described in supplementary material) was loaded into DESeq2 for the further analysis (v.1.40.2^29^). To generate a sample distance heatmap (Euclidean distance), pcaExplorer (v.2.26.1^30,31^) was used. Differentially expressed genes (DEGs) were identified and vsd transformed values of the genes were used to generate a gene expression heatmap using pheatmap (v.1.0.12^32^) and viridis (v.0.6.5;^33^). To generate a volcanoplot, p-values and log-fold change (LFC) values from differential analysis was used with EnhancedVolcano (v.1.18.0^34^), with cut-off being LFC > 1.5 and *p* value < 0.01. Gene set enrichment analysis was carried out with DAVID^35,36^ using a list of differentially expressed genes. Analyses of the data were performed using R studio (v 2023.06.2^25^).

### Cell culture and cell lines

A Cellartis® Human iPSC Line from Takara (ChiPSC22, Cat. No. Y00320) was cultured with strict adherence to manufacturer’s protocols and manuals. Cellartis® DEF-CS 500 (Y30017) culture system was employed to maintain iPSC cultures (thawing, passages, media changes and cryopreservation). NSCLC cell lines (A549 (RRID:CVCL_0023), Calu-6 (RRID:CVCL_0236), NCI-H1299 (RRID:CVCL_0060), and NCI-H920 (RRID:CVCL_1599)) and Human Bone Osteosarcoma Epithelial Cells (U-2 OS (RRID:CVCL_0042)) were maintained in culture at 37 °C in 5% CO_2_ in 4:1 DMEM:Medium 199 supplemented with 10% cosmic calf serum (HyClone, Logan, UT). All unmodified cell lines were obtained from American Type Culture Collection (ATCC, Manassas, VA). Human bronchial epithelial cells (HBEC, primary ATCC—PCS-300-010) were maintained in bronchial epithelial growth media (ATCC—PCS-300-030) supplemented with a bronchial epithelial cell growth kit (ATCC—PCS-300-040) on collagen coated plates (porcine gelatin, Millipore Sigma). Cell line identity was verified by the vendor (ATCC). All cell lines were confirmed to be myocoplasma free at the start of the culture and several clean vials were frozen back for subsequent use (e-Myco kit, Bulldog-Bio). Cells were continuously cultured for 70 passages or up to three months, whichever occurred first, at which point a new mycoplasma free vial was obtained, thawed and cultured.

### Plasmids

A codon-optimized Delta 2–4 construct was generated (GeneArt Gene Synthesis, Invitrogen) based on the TERT mRNA sequence (NM_198253.3). The Delta 2–4 sequence was initially inserted into pDONR221, then cloned into pLenti6.2-3xFLAG-V5-ccdB plasmid by Gateway cloning LR recombination reaction (Cat no. 11791019, Invitrogen™) to produce 3xFLAG-V5-Delta 2–4 plasmid. pLenti6.2-3xFLAG-V5-ccdB was a gift from Susan Lindquist & Mikko Taipale (Addgene plasmid # 87072; http://n2t.net/addgene:87072; RRID:Addgene_87072^37^).

### Stable cell line generation

Stable cell lines expressing Flag-V5-Delta 2–4 were generated for Calu-6 and U-2 OS cells. Lentivirus was produced by transfecting 293T cells (RRID:CVCL_0063) with either pLenti6.2-3xFLAG-V5-ccdB (Control empty vector) or 3xFLAG-V5-Delta 2–4 plasmid, and helper plasmids (psPAX, pMD). Viral supernatants were collected, and target cells (Calu-6 and U-2 OS) were infected. Following infection cells were selected with Blasticidin (Cat no. R210-01, Gibco) and populations of stably selected cells were cultured and utilized in subsequent experiments.

### Transient siRNA experiments

Calu-6 cells were plated in 6-well plates (300,000 cells per well) and were transfected with non-silencing controls (Santa Cruz Biotechnology, sc-37007) or siRNAs targeting TERT exons 1/5 junction (IDT Integrated DNA Technologies; siD2-4 (12:12), siD2-4 (8:16), siD2-4 (16:8) in Table S3). Calu-6 cells were transfected with 10 nM of siRNA using Opti-MEM (Gibco) and RNAi max (Invitrogen) for either 48-or-72 h. Following transfections, cells were washed, trypsinized, counted, and pelleted for downstream analysis.

### Reverse transcription-ddPCR

RNA was extracted from frozen cell pellets using RNeasy® Plus Universal Mini Kit (Qiagen, 73404) according to manufacturer’s protocol. 1 µg of RNA was used to synthesize cDNAs (SuperScript IV, Thermo Fisher). All cDNAs were diluted 1:4 (20 µL of cDNA + 60 µL nuclease-free water) before use. The cDNAs were used within 48 h of production in ddPCR measures and stored at − 20 °C thereafter. Detailed information about PCR conditions, primers, probes, and reagents are included in the “Detailed methods” section of the supplementary material and our previous publication^38^.

### Cloning of TERT mRNA variants

Using oligo dT primed cDNAs from A549 cells (total RNA input 2 µg, Superscript IV), PCR was performed with primers targeting TERT exon 1 and 16 (TERT Ex1 Forward and TERT Ex16 Reverse; Sequences are in Table S1) and a high-yield and high-fidelity polymerase (Advantage® GC 2 PCR Kit, Cat. No. 639120, TaKaRa). The PCR products were TA cloned into TOPO™ TA and transformation was performed using TOP 10 E.coli (Termo Fisher). EcoRI digests identified clones that had inserts shorter than FL TERT. Identified unique plasmids were Sanger sequenced with M13 F and M13 R to verify sequences and aligned to TERT using freely available sequence analysis tools. Delta 2–4 and Delta 2–4/delta 7–8 TERT were identified using these methods.

### Nuclear and cytoplasm fragmentation

Calu-6 cells (n = 3) were used to obtain cytoplasmic RNA and nuclear RNA fractions using PARIS™ Kit (Cat no. AM1921, Invitrogen™). Following RNA extraction, TURBO DNA-free™ Kit (Cat no. AM1907, Invitrogen™) was used to remove trace DNA contamination. Cytoplasmic and nuclear localization of MALAT1 and GAPDH were measured by gel-based PCR using 2 µL of cDNA (equivalent to 25 ng of RNA input) and 2× EmeraldAmp® MAX HS PCR Master Mix (Cat no. RR330, TaKaRa). Localization of TERT transcripts was measured by ddPCR as described above. Primer sequences to target MALAT1 and GAPDH can be found in Table S1.

### Telomerase activity determined by droplet digital TRAP assay

Quantification of telomerase enzyme activity was determined by the droplet digital TRAP assay^39,40^. In brief, a 1.0 × 10^6^ cell pellet was lysed in 40 µL of NP-40 lysis buffer, diluted to a final concentration of 1.25 × 10^3^ cells/µL, and 2 µL added to an extension reaction (50 cell equivalents per µL) for 60 min followed by a 5 min heat inactivation of telomerase at 95 °C. An aliquot (2 µL) of extension products containing an equivalent of 100 cells was amplified in a droplet digital PCR for 40 cycles. Droplet fluorescence intensity and number were read and counted on the QX200 Droplet Reader (Bio-Rad). Data were calculated to represent telomerase extension products per cell equivalent.

### Telomere length analysis by terminal restriction fragment assay

The average length of telomeres (terminal restriction fragment lengths) was measured as previously described^41^ with the following modifications: A DIG-labeled DNA molecular weight marker II ladder was loaded on either side of the samples (Millipore Sigma, St. Louis, MO). DNA was transferred to Hybond-N + membranes (GE Healthcare, Piscataway, NJ) using overnight transfers. The membrane was briefly air-dried and DNA was fixed by UV-crosslinking. Membranes were then probed for telomeres using a digoxigenin (DIG)-labeled telomere probe, detected with a horseradish peroxidase-linked anti-DIG antibody (Cat no. 11093274910; Roche, Basel, Switzerland, RRID:AB_2734716), exposed with CDP-star (Cat no. 11759051001; Roche), and imaged (Chemidoc XRS + Molecular Imager, Bio-Rad).

### Clonogenic assay

Calu-6 and U-2 OS cells with or without TERT Delta 2–4 overexpression were used for clonogenic assays. Calu-6 cells were treated with siRNAs (control and Delta 2–4 targeting) in duplicate (10 nM siRNA). After 24 h of siRNA and treatments, cells were trypsinized, counted, and plated in triplicate at densities of 100 cells per well in a 6-well plate resulting in 6 replicates for each condition. Media was changed every four days, and once visible colonies were present (~ 11 days), they were fixed and stained with Crystal violet^38^. Plates were imaged (Chemidoc XRS + Molecular Imager, Bio-Rad) and the number of colonies were counted by ColonyCountJ^42^.

### Alamar blue cell viability assay

To determine the viability of cells with overexpression of Delta 2–4, RNAi and cisplatin treatment, we used Alamar blue assays. In TERT Delta 2–4 expressing U-2 OS and Calu-6 cells, 1.0 × 10^4^ cells were plated on 96-well plates in 180 µL of growth media. Immediately after plating the cells, cells were treated with control (PBS, vehicle) or cisplatin (Cat. No. 232120-50MG, Millipore Sigma) dissolved in PBS for 48 h. Following the 48 h of cisplatin or vehicle treatment cells were incubated with Almar blue, after 4 h of incubation with Alamar blue, the viability (Alamar blue, Cat. No. DAL1025, Invitrogen™) of each well was determined on a plate reader (Molecular Devices SpectraMax iD3).

### Western blot analysis

Cell pellets (1 × 10^6^ cells) were collected and lysed in 100 µL of NP40 lysis buffer. Total protein lysates were further treated with 100 µL of 2 × Laemmli buffer (Bio-Rad) and boiled for 10 min at 95 °C. Each protein lysate was loaded by equal volume and resolved by SDS–polyacrylamide gel electrophoresis, transferred to polyvinylidene fluoride (PVDF) membranes, and detected with antibodies for TERT (rabbit monoclonal, Y182, Cat. No. ab32020, Abcam, 1:1 000 dilution in 5% BSA), FLAG (rabbit monoclonal, D6W5B, Cat. No. 14973, Cell Signaling, 1:1 000 dilution in 5% BSA), and V5 (mouse monoclonal, SV5-Pk1, Cat. No. R960-25, 1:1 000 dilution in 5% BSA). Protein loading was determined with antibodies against beta-actin (mouse monoclonal [8H10D10], 3700, Cell Signaling Technology, 1:1 000 in 5% BSA). Blots were imaged with Bio-Rad ChemiDoc XRS + Molecular Imager and quantified with Bio-Rad Image Lab software.

### Statistical analysis

For *TERT* transcript subcellular localization experiment (Fig. 1G) and siRNA testing experiments (Fig. S2B–D), one-way ANOVA with uncorrected Fisher’s LSD for post hoc comparisons were used to determine statistical significance between experimental groups. For knockdown and rescue experiments (Figs. 3D,E, 4D, Fig. S3D,E), p-value was calculated by either Tukey’s or Šídák’s multiple comparisons test following one-way ANOVA. When a *p*-value from a comparison between two groups was *p* < 0.05, the two groups were assigned different letters of the alphabet (i.e., a vs. b). When the *p*-value was *p* ≥ 0.05, two groups were assigned to the same letter (a vs. a). To compare two conditions, unpaired two-tailed t-test was used to calculate *p*-values.

## Results

### Long-read sequencing identifies the catalogue of TERT mRNA variants

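RNA was taken from 4 cell lines: A549, Calu-6 and H1299, which are established non-small cell lung cancer lines, and CHiPSC22, a human induced pluripotent stem cell line (iPSC). The TERT cDNA of 3 replicates per line was amplified with TERT specific primers and separated by size on a gel into upper bands (2.5 to 4 kb) and lower bands (0.5 to 2.5 kb). This gave 24 libraries, 12 per size bin, and each size bin was sequenced as long nanopore reads on a flow cell of its own. The authors aligned the passed reads to GRCh38.p13 with minimap2, corrected them with transcriptClean, assigned them to transcript models with TALON and Gencode v.38, and kept models with 35 reads in 2 samples. The deposited tables hold the raw count of every transcript model in each library, with its number of exons, length and novelty class, but not which exons it contains. The table of the upper bands sums to 713067 counts over 250 models, 246 of which have 35 or more counts in at least 2 libraries, and the table of the lower bands sums to 547930 counts over 186 models, 174 of which do. Models named TERT hold 346581 counts in the upper bands (48.6%) and 268100 in the lower bands (48.9%). Most of the rest was assigned to SLC6A19, a nearby gene on the other strand, with 51.3% of the upper-band and 51.1% of the lower-band counts. SLC6A18, on the same strand as SLC6A19, lies between that gene and TERT. Only models named TERT were used, and a share is the percentage of the TERT counts of a library.
The TERT counts per upper-band library ranged from 4161 to 32814 in A549 (median 24039), from 289 to 39624 in H1299 (median 23631), from 11573 to 24647 in Calu-6 (median 15996) and from 9959 to 143852 in iPSC (median 15996). Per lower-band library they ranged from 2991 to 20038 in A549 (median 4745), from 37 to 31221 in H1299 (median 5238), from 4013 to 109646 in Calu-6 (median 8425) and from 16469 to 43978 in iPSC (median 21299). Cell lines and replicate numbers are those of the tables' columns, which carry no barcode. One field of the sample labels gives lung cancer for the lower-band iPSC samples, against their title and cell line, and the cell line was followed. The upper-band columns of Calu-6 replicate 3 and iPSC replicate 1 are identical in all 250 models, so at most one of these names can be right. Both were kept in their groups.
A model was matched to an isoform by its exon number and by its length, which had to lie within 60 nt of the length that the isoform's exons give, counted from the most abundant 16-exon model of 3403 nt. The most abundant matching model of each isoform had exactly the expected length. This is a match and not a reading of the exons. All matching models of an isoform were summed. Differences between lines were tested with edgeR's quasi-likelihood test on the counts, with the TERT total as library size, 4 groups of 3 libraries and Benjamini-Hochberg adjustment. The amplification was by PCR without molecular identifiers, so intervals and limits given for a share cover counting error only.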

To capture the *TERT* mRNA variant expression profile, a TERT specific sequencing library was prepared with four different cell lines: human induced pluripotent stem cells (iPSC), and three non-small cell lung cancer (NSCLC) cell lines (A549, Calu-6, and H1299; Fig. 1B). 

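The upper-band table lists 126 TERT models and the lower-band table 90. Counted by exon number and length, these are 186 distinct models, of which 21 occur in both tables. Of the alternatives tried, counting only those 21 moved the number most. The number of models with more than 3 counts in a library ranged from 14 to 120 in the upper bands (median 99.0 over 12 libraries) and from 1 to 81 in the lower bands (median 56.5). The lowest of these are H1299 replicate 1 of the upper bands and H1299 replicate 2 of the lower bands, which have the fewest counts. Of the 90 lower-band models, 28 differed between iPSC and the mean of the 3 lung cancer lines at an adjusted p under 0.05 (edgeR's quasi-likelihood test), 26 of them higher in iPSC, and 42 models had an unadjusted p under 0.05. Without iPSC replicate 2 there were 2 such models and without iPSC replicate 3 there was 1, and DESeq2 called 2. In 19 of the 28 models, every library of at least 1 lung cancer line had 3 counts or fewer. Among the 4 cell lines, 26 lower-band models differed (F test of the same fit), a number that fell to 0 without A549 replicate 2 (37 at an unadjusted p under 0.05) or A549 replicate 3 (39). None of the 126 upper-band models passed the threshold in either comparison, while 11 had an unadjusted p under 0.05 between iPSC and the lung cancer lines and 30 among the 4 lines. Without A549 replicate 1 of the upper bands 6 and 22 models passed, and without the 2 identical columns 4 and 8 did.
The lower-band models with the largest change were a 15-exon model of 1890 nt, an 11-exon model of 1282 nt and a 15-exon model of 1880 nt. They had 810, 429 and 457 counts in the iPSC libraries and 0 counts among the 186354 TERT counts of the 9 lung cancer libraries, which allows a share of up to 0.00161%. The mean share of the 1890 nt model in iPSC was 0.775% ± 0.660 (SD, n = 3), at least 481-fold higher than that limit (adjusted p = 0.0168 from edgeR's quasi-likelihood test), and 0.0911% (15 counts) in the lowest library, at least 56.6-fold higher. For the 1282 nt model it was 0.533% ± 0.616 with counts above 3 in 2 of 3 iPSC libraries, at least 331-fold higher (adjusted p = 0.0414), and for the 1880 nt model it was 0.439% ± 0.366, at least 273-fold higher (adjusted p = 0.0206). The limit rests on Calu-6 replicate 2, which has 109646 of the 186354 counts. Without it the limit is 0.00391% and the mean shares were at least 198-fold (1890 nt), 136-fold (1282 nt) and 112-fold (1880 nt) higher. Without iPSC replicate 2 the mean shares of the 1890 and 1880 nt models fell to 0.459% and 0.263%, and without iPSC replicate 3 that of the 1282 nt model fell to 0.196%. The 1890 and 1880 nt models were not past the threshold with DESeq2 or without iPSC replicate 2 or 3, with adjusted p over all settings up to 0.0915 and 0.2002. The 1282 nt model was past it in 7 of 18 settings (adjusted p up to 0.221) and not with DESeq2, all models of the table or 2 groups, nor without A549 replicate 1 or 2, any 1 of the H1299 libraries, Calu-6 replicate 2 or iPSC replicate 2 or 3. A 15-exon model of 1908 nt had 139 counts in iPSC and 22 in the lung cancer libraries.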

We observed 45 *TERT* mRNA variants and generated a heatmap to show log2-transformed expression levels in the four cell lines (Fig. S1A). In addition to the heatmap, characteristics of the TERT isoforms were determined such as the open reading frame (ORF), premature termination codon (PTC), novelty, and a transcript model (exons and introns) (Fig. S1B). 

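The tables give the novelty class and length of each model but no sequence, so open reading frames were taken from the reference for the exon combinations of the 7 isoforms of Fig. 1C. TERT (ENSG00000164362.21) lies on the minus strand of chromosome 5 of GRCh38 from 1253147 to 1295068, and 7 transcripts are annotated in Gencode version 44. The full-length transcript with 16 exons encodes 1132 amino acids with its stop codon in exon 16. Delta 5’E6, which lacks 36 nt of exon 6, stays in frame, encodes 1120 amino acids and stops in exon 16. Without exons 7 and 8 (182 nt) the frame is lost, 807 codons precede a stop codon in exon 10, and this stop lies 692 nt upstream of the last exon junction. Without exon 2 the frame is lost after exon 1 and ends after 96 codons in exon 3, 1653 nt upstream of the last junction. The same stop after 96 codons closes the frame of delta 2/delta 7–8, 1471 nt upstream of the last junction, although the 1536 nt that it lacks are a multiple of 3.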

Among the discovered *TERT* mRNA variants, we focused on more abundant variants that are located near the top of the heatmap. 

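The shares of 5 isoforms, named by the exons they lack, were compared among the 4 lines. Full-length TERT with all 16 exons was found in the upper bands only. It made up 47.1% ± 13.1 (SD, n = 3) of the TERT counts in iPSC, 45.9% ± 12.3 in Calu-6, 32.2% ± 10.9 in A549 and 19.1% ± 7.17 in H1299. These totals include models under 2.5 kb, which lie below the size bin and whose share differed between lines. The comparison of 3 iPSC with 9 lung cancer libraries gave an exact two-sided permutation p of 0.145 (Benjamini-Hochberg adjusted 0.630 over 13 comparisons, smallest possible p 0.00455). The isoform that lacks exons 7 and 8 had a share between 9.34% ± 4.81 in iPSC and 11.8% ± 2.92 in H1299. The one that lacks the first 36 nt of exon 6 had a share between 0.906% ± 0.716 in H1299 and 2.09% ± 0.701 in iPSC. The H1299 mean is raised by replicate 1 (1.73%, 5 of 289 counts), while replicates 2 and 3 had 0.444% and 0.543%. None of the 42 comparisons of a pair of lines in the upper bands passed the threshold, and 4 had an unadjusted p under 0.05.
The isoforms without exon 2 have lengths that belong to the lower bands, and were found in both size bins. The isoform that lacks exons 2, 7 and 8 had in the lower bands the highest share in every line, 62.1% ± 5.88 in Calu-6, 58.0% ± 5.57 in iPSC, 50.2% ± 41.4 in H1299 and 48.1% ± 5.37 in A549. The spread in H1299 comes from replicate 2, where 97.3% of the 37 TERT counts lie in a 2-exon model of 1801 nt, and without it the mean is 73.9%. The isoform that lacks exon 2 only had a share of 21.0% ± 1.83 in iPSC, 19.9% ± 2.55 in Calu-6, 8.02% ± 8.34 in H1299 and 6.56% ± 0.106 in A549. This was the smallest exact two-sided permutation p of the 13 comparisons of iPSC with the lung cancer libraries (0.0591, adjusted 0.630). By edgeR's quasi-likelihood test the log2 fold change of iPSC against the mean of the 3 lung cancer lines was 1.01 (standard error 0.77, adjusted p = 0.292). Without H1299 replicate 2, the library of 37 counts, it was 0.85 (standard error 0.26, adjusted p = 0.0194) and past the threshold, the only one of the alternatives with this call, whose adjusted p ranged up to 0.658. In the upper bands the mean share of the isoform that lacks exons 2, 7 and 8 lay between 9.24% in Calu-6 and 33.9% in H1299, and that of the isoform that lacks exon 2 only between 5.11% in A549 and 10.7% in H1299. The 5 isoforms and the 2 that skip exons 2–4 held 76.9% ± 7.22 of the TERT counts over the 12 upper-band libraries and 79.9% ± 25.0 over the 12 lower-band libraries. Among single models, the 16-exon model of 3403 nt had the highest mean share in the upper bands (20.7%), and the 13-exon model of 1867 nt the highest in the lower bands (24.0%). Models of the same exon numbers but 5 nt shorter came next, with 9.77% and 14.2%. A 2-exon model of 1939 nt held 6.19% ± 8.25 over the upper-band libraries (n = 12), up to 31.3% in one of them. The total of all models of the table as denominator moved the share of full-length TERT in iPSC most, to 23.4%. The most abundant matching model alone holds between 44.5% and 58.4% of the counts of full-length TERT, of the isoform that lacks exons 7 and 8 and of the isoforms without exon 2.

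**Figure D1:**
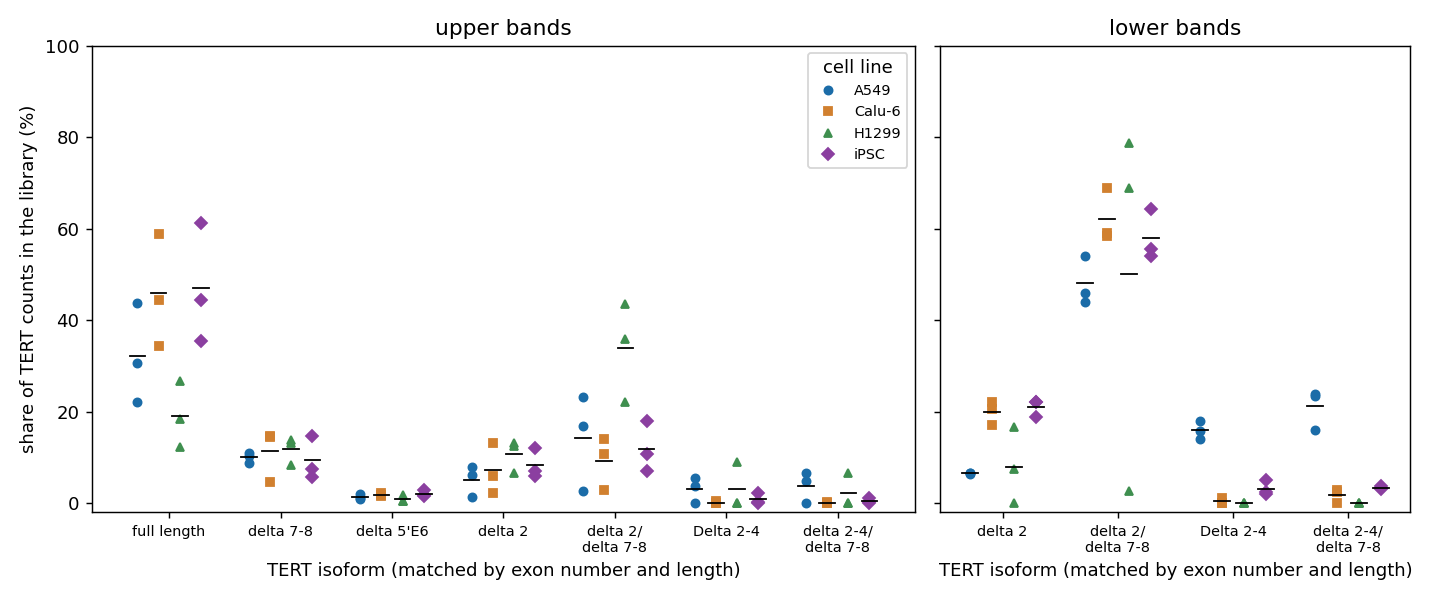
Share of TERT counts (%) of the 7 isoforms of Fig. 1C in each of the 24 libraries, upper bands on the left and lower bands on the right. Each symbol is 1 library, symbols and colours mark the cell line and the short lines are the means of 3 libraries, such as 47.1% for full-length TERT in iPSC.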

Most of the abundant *TERT* variants were known mRNAs, such as delta 2 TERT (also known as Del2 which lacks exon 2), delta 2 excluding exons 7–8 (delta 2/delta 7–8), FL TERT (full-length with all 16 exons), delta 7–8 TERT (known as minus beta, skipping of exons 7–8), and delta 5’E6 TERT (known as minus alpha, which uses a cryptic splice site in exon 6 that removes that first 36 nucleotides of exon 6; Fig. 1C,D). However, we also discovered a relatively abundant novel *TERT* splicing event that was present in all cell lines: the skipping of exons 2–4 (Fig. 1C,D). 

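The models with the exon number and length expected from the skipping of exons 2–4, with and without exons 7–8, held 37.1% ± 6.18 (SD, n = 3) of the TERT counts in the lower bands of A549 and 6.52% ± 2.00 in those of iPSC. In both lines every library was above 5%. In Calu-6 the share was 2.16% ± 1.91, from 2.84% (95% Wilson interval 2.370 to 3.402) in replicate 1 and 3.64% (3.53 to 3.75) in replicate 2 to 0 of 8425 counts in replicate 3, which allows a share of up to 0.0356%. The 3 lower-band libraries of H1299 had 1 such count among 36496, and in none of them was it above 3 counts. One of these libraries has only 37 TERT counts and could not have shown a share under 8.11%, but the deepest has 0 of 31221 counts, which allows up to 0.00961%.
The upper-band share differed more between replicates of A549 and of H1299 than between the means of the lines. In A549 it was 0.0961% in replicate 1, 8.63% in replicate 2 and 12.1% in replicate 3. In H1299, replicate 1 had 15.6% of its 289 counts (95% Wilson interval 11.8 to 20.2), and replicates 2 and 3 had 0.0169% and 0.0177%. The profile of TERT models of this replicate 1 lay nearer to A549 replicates 2 and 3 (mean Bray-Curtis distance 0.257) than to H1299 replicates 2 and 3 (0.429). In Calu-6 the share was 0.121%, 0.617% and 0.0250%, and in iPSC 0.0250%, 3.32% and 0.614%, where the value of 0.0250% belongs to the identical columns and rests on 4 counts. All 12 upper-band libraries had at least 4 counts of this kind, so each line showed the event above the limit of 3 counts in at least one size bin. For H1299 this rests on replicate 1 and on 4 and 7 counts in replicates 2 and 3. No background share was measured, so counts of another library could not be excluded there. From the log2 TPM values of the 4 lines in Fig. 1C, the paper states that the skipping of these exons was present in all of them. It also reports the event in Sanger sequenced cDNA clones from A549. Its digital PCR of the junction of exons 1 and 5, not analysed here, places H1299 below Calu-6 and above H920.

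**Figure D2:**
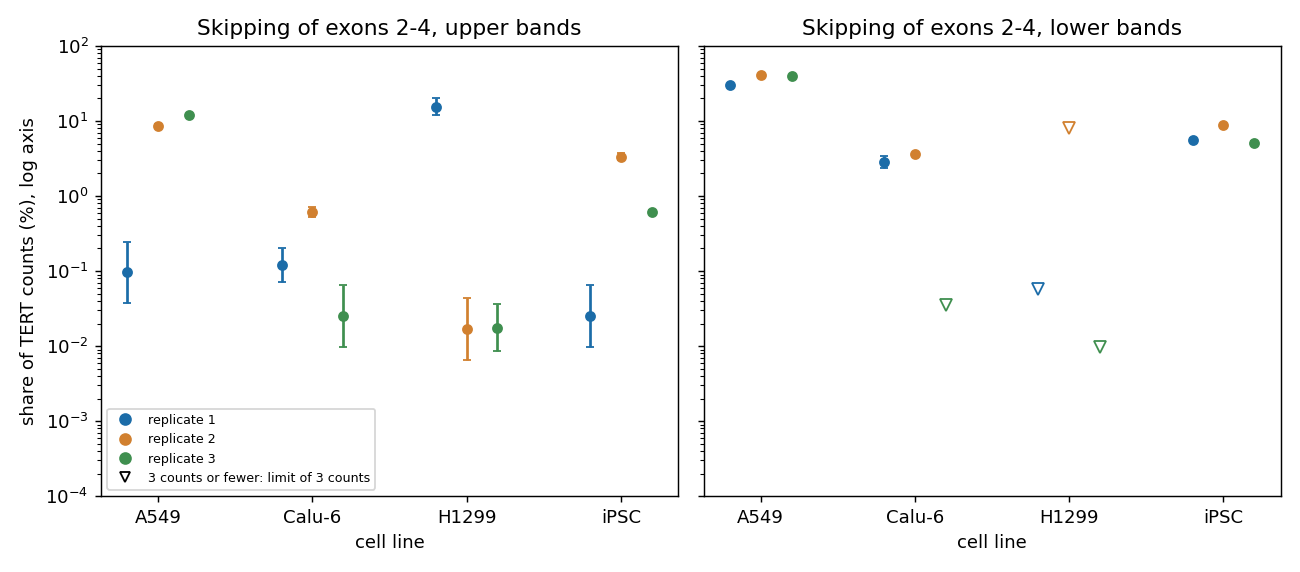
Share of TERT counts (%, log axis) in models with the exon number and length expected from the skipping of exons 2–4, for each library of the 4 cell lines, upper bands on the left and lower bands on the right. Filled circles are libraries with more than 3 such counts, with 95% Wilson intervals, and open triangles mark the limit of 3 counts in libraries at or under it, such as 0.00961% in H1299 replicate 3 of the lower bands.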

We observed two abundant delta 2–4 mRNA variants: one variant skipped exons 2–4 and included exons 7–8 and retained the original open reading frame (referred to herein as Delta 2–4, note the capital “D”). 

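Joining exon 1 to exon 5 brings the end of exon 1, CCGCCCCCTCCTTCCGCCAG, next to the start of exon 5, GCCGAGCGTCTCACCTCGAG. On chromosome 5 of GRCh38 these exons border the junction at 1294771 and 1279470. The junction occurs in 0 of the 7 annotated TERT transcripts of Gencode version 44. Exon 1 contributes 219 coding nucleotides, a multiple of 3, and the transcript has 13 exons and an open reading frame of 555 amino acids that ends at the stop codon in exon 16. The matching model of 1672 nt had exactly the length expected for 13 exons. The lower-band share of Delta 2–4 was 16.0% ± 2.00 (SD, n = 3) in A549, with a range of 14.1% to 18.1%, and 3.18% ± 1.74 in iPSC, with a range of 1.91% to 5.16%. In Calu-6 it was 0.410% ± 0.689, only replicate 2 (1.20%) had more than 3 counts, and the mean without it was 0.0125%. The H1299 libraries had 1 count of this isoform among 36496, which allows a share of up to 0.0130% (exact one-sided 95% limit), so the share was at least 1228-fold higher in A549 than in H1299 (adjusted p = 0.00628 from edgeR's quasi-likelihood test) and at least 244-fold higher in iPSC than in H1299 (adjusted p = 0.0337), and at least 1083-fold and 147-fold for the lowest library of A549 and of iPSC. The limit for H1299 rests on replicate 3 with 31221 of these counts. Without it the limit is 0.0899% and the share was at least 178-fold higher in A549 (adjusted p = 0.0619) and at least 35.3-fold higher in iPSC (adjusted p = 0.168), neither past the threshold. The difference between A549 and H1299 passed in 17 of 18 settings and that between iPSC and H1299 in 13 of 18, not with all models of the table (adjusted p = 0.0748) and not without A549 replicate 1 (0.0722), H1299 replicate 1 (0.0648), replicate 2 (0.0788) or replicate 3. Between Calu-6 and A549 the log2 fold change was -5.25 (standard error 1.63, adjusted p = 0.153), between iPSC and A549 it was -2.33 (standard error 1.43, adjusted p = 0.218), and between iPSC and Calu-6 it was 2.92 (standard error 1.46, adjusted p = 0.115), so these 3 pairs were not separated by the same test. Without Calu-6 replicate 2, the first was -10.56 (adjusted p = 0.00469) and the last 8.23 (adjusted p = 0.0217), both past the threshold, and the first also passed without iPSC replicate 1 (adjusted p = 0.00956), replicate 2 (0.00884) or replicate 3 (0.0114). Calu-6 and H1299 were not separated either (adjusted p = 0.132), with a mean share at least 31.5-fold higher in Calu-6 that rests on replicate 2 and is at least 4.56-fold higher without H1299 replicate 3. This pair passed in 6 of 18 settings: TMM normalization (adjusted p = 0.0458), DESeq2's size factors in edgeR (0.0126), DESeq2 (0.0339) and without iPSC replicate 1 (0.02896), replicate 2 (0.02798) or replicate 3 (0.0356).
Against the mean of the 3 lung cancer lines on the log scale, where H1299 near 0 counts weighs as much as A549, the log2 fold change of iPSC was 3.23 (standard error 1.15, adjusted p = 0.0237). It ranged from 2.65 to 4.98 with each library left out in turn, and was not past the threshold without A549 replicate 1, H1299 replicate 3 or iPSC replicate 2. It also failed with DESeq2 (adjusted p = 0.209), all models of the table (0.0596) or the most abundant matching model (0.0509). With the 9 lung cancer libraries as 1 group it was -0.81 (adjusted p = 0.766, the highest of the alternatives, of which the lowest was 0.00675), and the mean share was lower in iPSC (3.18%) than over the 9 lung cancer libraries (5.46% ± 7.95, exact two-sided permutation p = 0.659). Upper-band Delta 2–4 had a share of 3.12% ± 2.78 in A549, 3.00% ± 5.19 in H1299, 0.844% ± 1.20 in iPSC and 0.137% ± 0.237 in Calu-6, and no pair of lines differed at the threshold. The H1299 value rests on replicate 1, where 26 of 289 counts were of this isoform, while replicates 2 and 3 had 1 and 4 counts. Without H1299 replicate 1 the mean was 0.00716%. The Calu-6 value rests on replicate 2 with 101 counts, as replicates 1 and 3 had 0. In iPSC the share was 0% in replicate 1, 2.22% in replicate 2 and 0.313% in replicate 3.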

The second variant skipped exons 2–4 and was combined with the beta deletion (skipping of exons 7–8; referred to herein as delta 2–4/delta 7–8 in Fig. 1C,D). 

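The matching model of 1490 nt had the length expected for 11 exons. Exons 7 and 8 have a length that is not a multiple of 3, so the frame that exon 5 continues is lost after exon 6, and in the reference it ends after 230 codons in exon 10. In the lower bands delta 2–4/delta 7–8 had a share of 21.2% ± 4.48 (SD, n = 3) in A549, 3.35% ± 0.270 in iPSC and 1.75% ± 1.53 in Calu-6, where 2 of 3 libraries had more than 3 counts. H1299 had 0 counts, which allows a share of up to 0.00822%. The share was at least 2575-fold higher in A549 than in H1299 (adjusted p = 0.00271 from edgeR's quasi-likelihood test), at least 407-fold higher in iPSC than in H1299 (adjusted p = 0.0147) and at least 213-fold higher in the mean of Calu-6 than in H1299 (adjusted p = 0.0271), although Calu-6 replicate 3 had no such counts. These differences passed the threshold in 18, 14 and 12 of 18 settings. Without H1299 replicate 3 (31221 of 36496 counts) the limit is 0.0569% and the shares were at least 372-fold, 58.9-fold and 30.8-fold higher, with iPSC (adjusted p = 0.106) and Calu-6 (adjusted p = 0.235) no longer past it. Both also failed with all models of the table and without A549 replicate 1 or H1299 replicate 1, and Calu-6 failed without Calu-6 replicate 2 (adjusted p = 0.0687) and with a filter of 10 counts in 3 libraries (0.0567). A549 and iPSC were not separated (log2 fold change of iPSC against A549 -2.66, standard error 1.37, adjusted p = 0.169), except without Calu-6 replicate 3 (adjusted p = 0.0434). In the comparison of iPSC with the mean of the 3 lung cancer lines the log2 fold change was 3.61 (standard error 1.19, adjusted p = 0.0191). It was not past the threshold without H1299 replicate 3 (3.59), with DESeq2 (2.01, adjusted p = 0.209), all models of the table (adjusted p = 0.0627) or the most abundant matching model (adjusted p = 0.0676). The 2-group fit gave -1.21 (adjusted p = 0.642, the highest of the alternatives, of which the lowest was 0.00347), and the mean share over the 9 lung cancer libraries was 7.64% ± 10.4 (exact two-sided permutation p = 0.582).
Of the counts that skip exons 2–4 in the lower bands, 43.3% ± 3.58 (SD, n = 3) included exons 7–8 in A549 and 46.5% ± 10.9 did in iPSC, so these lines did not differ by more than their spread. In Calu-6 the percentage was 0.877% (95% Wilson interval 0.155 to 4.80) of 114 counts in replicate 1 and 33.1% (31.7 to 34.6) of 3991 counts in replicate 2, and replicate 3 had no such counts. The single count of H1299 included them. In the upper bands the percentage was 46.6% ± 2.95 in A549, 46.6% ± 18.7 in H1299, 39.2% ± 34.9 in iPSC and 22.1% ± 38.4 in Calu-6, and 6 of these 12 libraries had 14 counts or fewer of the 2 isoforms together. In the libraries with at least 35 such counts, a minimum chosen after seeing the data, the order of the lines changed: 66.4% in 1 library of Calu-6, 58.9% ± 11.2 in 2 of iPSC, 57.8% in 1 of H1299 and 44.9% ± 0.203 in 2 of A549.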

We also identified these Delta 2–4 variants with an independent approach based on traditional cDNA cloning. Delta 2–4 was identified in several clones by restriction enzyme digests and validated by Sanger sequencing, supporting our findings from the long-read RNA sequencing (Fig. 1E). To quantitatively measure the expression level of exons 2–4 skipping mRNA variants, we developed two droplet digital PCR (ddPCR) assays. One assay (referred to as “total delta 2–4”) detects both Delta 2–4 (with exons 7/8) and delta 2–4/delta 7–8 (without exons 7/8) by using primers in TERT exon 1 and exon 5. The second assay detects only Delta 2–4 including exons 7 and 8 by using primers in TERT exon 1 and exon 7 (Fig. S1C). A probe was designed to detect the exon 1/5 junction and was used for both assays to make the assays specific to the exons 2–4 skipping event. We quantified the exons 2–4 skipping in a panel of cell lines, and the results showed that total delta 2–4 (including both Delta 2–4 and delta 2–4/delta 7–8) expression was higher than Delta 2–4 expression in the cell panel as expected and supporting the validity of our new assays (Fig. 1F). To add context, we measured exons 7/8 TERT (indicative of FL TERT mRNA). These data indicate that Delta 2–4 containing exons 7/8 was a small fraction of the total number of transcripts containing exons 7/8 (Fig. S1D). The tested iPSC cell line showed the highest total delta 2–4 and Delta 2–4 expression compared to the other cell lines, followed by A549, Calu-6, H1299, H920, and HBEC (primary human bronchial epithelial cells). The detection of total delta 2–4 or Delta 2–4 in HBECs was very minimal, likely due to the very low overall TERT expression in normal primary cells. Based on our observations we concluded that lung cancer cells and telomerase positive iPSC (CHiPSC22) express a novel TERT isoform called Delta 2–4 that retains the original open reading frame and potentially codes for a new protein and that HBECs that lack telomerase activity do not express Delta 2–4 isoform making the Delta 2–4 isoform restricted to cells that express appreciable levels of TERT.

Next, we wanted to determine if TERT Delta 2–4 codes for a novel protein. Due to the low abundance of TERT protein which makes traditional western blotting (antibody based) protein detection challenging, we took several complimentary approaches to indirectly provide evidence of TERT Delta 2–4 protein coding capacity. Because previous reports have indicated that the majority of *TERT* mRNAs are sequestered in the nucleus, we considered the cellular localization of *TERT* delta 2–4 mRNAs. Additionally, our rationale was that RNA transcripts that could be translated into proteins, should have higher cytoplasmic to nuclear localization ratio than transcripts that lack protein coding capacity and are expected to be degraded by RNA decay mechanisms. We fractionated Calu-6 cells into nuclear and cytoplasmic fractions, extracted RNA from each fraction, and produced cDNAs with oligo dT priming (Fig. 1G, Fig. S1E). We measured MALAT1, which is a nuclear non-coding RNA (as a control for nuclear RNA fractionation validity), GAPDH (as a control for cytoplasmic RNA fractionation validity), total delta 2–4 (Delta 2–4 and delta 2–4/delta 7–8), Delta 2–4, potential FL (exons 7–8 containing *TERT*), minus beta (exons 7–8 excluding *TERT*), i11 (intron 11 detained *TERT*), and i14 (intron 14 detained *TERT*). We observed that most *TERT* mRNA variants (except i11 and i14) had significantly higher cytoplasmic localization ratio compared to MALAT1. When compared to GAPDH, which is a protein-coding gene, total delta 2–4, potential FL, minus beta, i11, and i14 *TERT* mRNA variants had significantly lower cytoplasmic localization ratios. As shown in Dumbović et al.^18^, intron 11 or 14 detained *TERT* transcripts were mostly localized in nucleus. Potential FL *TERT*, which is determined by measuring expression of *TERT* exons 7/8, had lower cytoplasmic localization ratio than GAPDH or Delta 2–4. This is likely because measured exons 7/8 containing *TERT* transcripts are not only the FL *TERT* mRNA, but also other non-full-length *TERT* mRNA variants the contain exons 7/8 (e.g., minus gamma, INS3, INS4, Del2, i11 or i14 detained *TERT* transcripts in nucleus). Total delta 2–4 includes both Delta 2–4 and delta 2–4/delta 7–8, and delta 2–4/delta 7–8 contains premature termination codon (PTC) in exon 10 induced by exons 7–8 splicing so it is expected to be degraded by non-sense mediated decay in the cytoplasm. Thus, we hypothesized that degradation of delta 2–4/delta 7–8 would result in lower cytoplasmic localization ratio of total delta 2–4 compared to Delta 2–4, and this was confirmed by our observations (Fig. 1G). Based on the observation that Delta 2–4 had a similar mRNA localization pattern to GAPDH, this provides evidence that Delta 2–4 potentially codes for a newly discovered TERT protein isoform.

### Impact of delta 2–4 on growth rate, telomere length and telomerase activity

To further establish the potential function of TERT Delta 2–4, we performed loss of function studies using custom designed siRNAs. First, three siRNAs (siD2-4 (12:12), siD2-4 (8:16), and siD2-4 (16:8)) targeting different regions of *TERT* exons 1/5 junction and mixture of the same three siRNAs (siD2-4 (mix)) were tested (Fig. S2A). Our goal of this experiment was to find an siRNA that specifically reduces Delta 2–4 while leaving the remainder of *TERT* mRNA variants at or near steady state expression levels. Following 72 h of siRNA treatment, *TERT* Delta 2–4 expression was significantly reduced by siD2-4 (12:12) and siD2-4 (8:16) treatment compared to control (scrambled siRNA) treated Calu-6 cells (Fig. S2C). During the same treatment, total *TERT* delta 2–4 was not significantly reduced by any siRNAs (Fig. S2B). Since siRNAs are known to target RNAs in the cytoplasm better than RNAs in the nucleus^43^, we observed better knockdown of Delta 2–4 than we did of total *TERT* delta 2–4. This supports the idea that Delta 2–4 has a greater cytoplasmic localization of than delta 2–4/ delta 7–8 (Fig. 1G). The expression level of *TERT* transcripts containing exons 3–5 was measured to determine if total TERT transcripts without exons 1/5 junctions were reduced by the siRNAs targeting the exons 1/5 junction (i.e., targeting total TERT transcripts rather than specifically exon 1/5 junction containing transcripts). We found that siD2-4 (12:12) significantly reduced the expression level of *TERT* exons 3–5 containing transcripts indicating that this siRNA was not suitable for further study, while siD2-4 (8:16) did not reduce the expression level of *TERT* transcripts containing exons 3–5 (Fig. S2D). As a result, siD2-4 (8:16) was selected for further siRNA experiments. With 48 h of siRNA treatment (siD2-4 (8:16)) in Calu-6 cells, we observed a statistically significant 50% reduction of Delta 2–4 and a 25% reduction of total delta 2–4 (Delta 2–4 and delta 2–4/delta 7–8), suggesting that siRNA targeted mostly Delta 2–4 rather than delta 2–4/delta 7–8, transcripts in comparison to control treated Calu-6 cells (Fig. 2A,B, Fig. S2E). Despite the 50% reduction of *TERT* Delta 2–4 expression, telomerase activity, growth rate, and cell viability did not change after 48 h of siD2-4 (8:16) treatment compared to control (Fig. 2C, Fig. S2F,G). These data suggest that Delta 2–4 is not necessary for telomerase activity or for cell proliferation when other TERT isoforms are expressed. However, it should be noted that the residual Delta 2–4 could be contributing to our measured phenotypes.

**Fig. 2:**
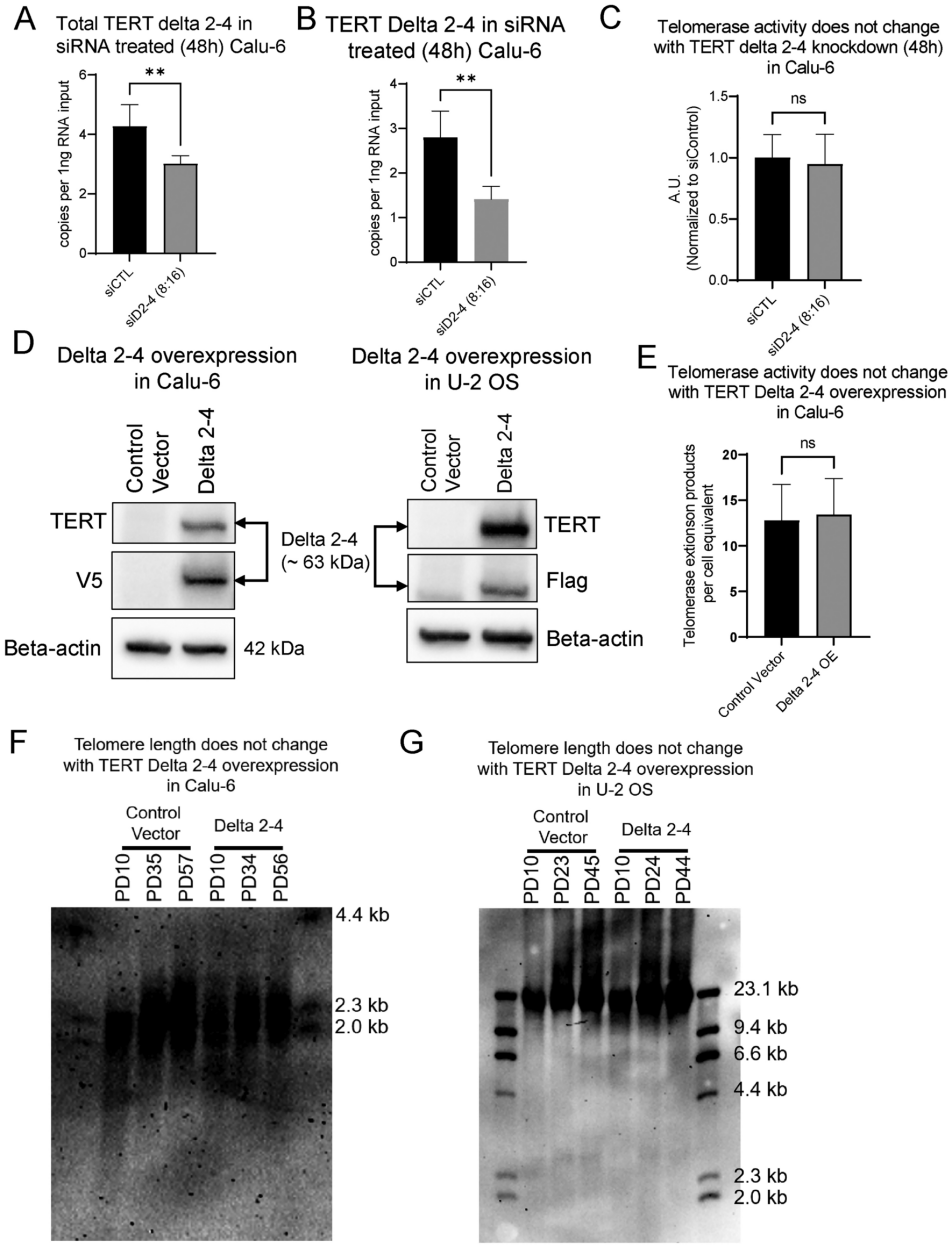
Impact of TERT Delta 2–4 isoform on growth rate, telomere length, and telomerase activity. (**A**) Total TERT delta 2–4 (Delta 2–4 and delta 2–4/delta 7–8) was measured following 48 h of siRNA treatment (determined by ddPCR; n = 6 biological replicates). (**B**) TERT Delta 2–4 expression level was measured following 48 h of siRNA treatment (determined by ddPCR; n = 6 biological replicates). (**C**) Telomerase activity did not change with TERT Delta 2–4 knockdown (48 h) in Calu-6 cells. Telomerase activity was determined by ddTRAP (n = 6 biological replicates per condition). (**D**) Flag-V5-Delta 2–4 expression was confirmed by TERT Y182 antibody, V5 antibody, and Flag antibody in Calu-6 cells (left) and U-2 OS cells (right). Beta-actin was used as a loading control. (**E**) Telomerase activity did not change with TERT Delta 2–4 overexpression in Calu-6 cells. Telomerase activity was determined by ddTRAP (n = 11 biological replicates per condition). (**F,G**) Telomere length did not change with TERT Delta 2–4 overexpression in Calu-6 (F) and U-2 OS (**G**) (determined by terminal restriction fragment (TRF) assay). Student’s t-test set at *p ≤ 0.05 for significance compared to siRNA control conditions. Data are presented as means ± standard deviations where applicable.

We next tested gain of function by expressing exogenous Delta 2–4. We performed gain of function studies by establishing TERT Delta 2–4 expressing cell lines. We generated a codon optimized Delta 2–4 construct that was also siRNA resistant for rescue experiments. To avoid endogenous TERT antibody issues^44^, we added two N-terminal tags, FLAG and V5 tags allowing for reliable detection of the exogenously expressed Delta 2–4 protein (Fig. S2H). N-terminal tags do not impact TERT function as shown in previous studies^45–48^. Stable cell lines were successfully established in two different cell types (Calu-6 and U-2 OS) and expression of ectopic TERT Delta 2–4 was confirmed by antibodies targeting C-terminus of TERT (TERT Y182 antibody) and tags (FLAG and V5 antibodies) (Fig. 2D). The use of these two cells lines allowed us to test telomerase dependent phenotypes (Calu-6) and telomerase independent phenotypes (U-2 OS). Overexpression of TERT Delta 2–4 did not affect telomerase activity in Calu-6 cells, and telomerase activity was not detected from TERT Delta 2–4 expressing U-2 OS cells, as expected (Fig. 2E, Fig. S2I). In addition, expression of TERT Delta 2–4 did not change growth rate for over 50 days for both Calu-6 or U-2 OS, despite 50 and 30 population doublings (PDs), respectively, (Fig. S2J). Telomere length did not change in either cell line during the growth period as determined by terminal restriction fragment (TRF) analysis (Fig. 2F,G). To determine the cellular localization of Delta 2–4 we used immunocytochemistry in overexpression cells. These data indicate the Delta 2–4 is mainly observed in the nucleus of unstressed cells (Fig. S2K,L). Overall, based on the gain of function approaches showed that TERT Delta 2–4 functions are likely not related to telomerase activity, growth rate, or telomere length.

### Impact of Delta 2–4 on clonogenicity and resistance to cisplatin

To continue to explore the functional roles of the TERT Delta 2–4 isoform, we hypothesized that TERT Delta 2–4 could be functioning to protect cells in some capacity^49,50^. We hypothesized that TERT Delta 2–4 would make cells more resistant to clonal density induced cell death. We used a classic assay of clonal density cell death resistance, the clonogenic assay, to test our hypothesis. In fact, we observed that expression of TERT Delta 2–4 enhanced clonogenicity (47% increased total area; 30% increased average size; 16% increased number of colonies) in comparison to empty vector expressing U-2 OS cells (Total area of colonies = Average size of colonies × Number of colonies). This observation supports the idea that the enhancement of clonogenicity by Delta 2–4 overexpression is telomerase independent (Fig. 3A,B, Fig. S3A,B). When TERT Delta 2–4 is expressed in Calu-6 cells, clonogenicity was also enhanced (72% increased total area; 42% increased average size; 18% increased number of colonies) compared to empty vector expressing cells. In addition, siRNA targeting TERT Delta 2–4 (siDelta2-4) treatment reduced clonogenicity (46% decreased total area; 18% decreased average size; 36% decreased number of colonies) and it was rescued by siRNA resistant Delta 2–4 expression supporting that the reduced clonogenicity by siRNA targeting TERT Delta 2–4 was on-target (Fig. 3C,D, Fig. S3C–E).

**Fig. 3:**
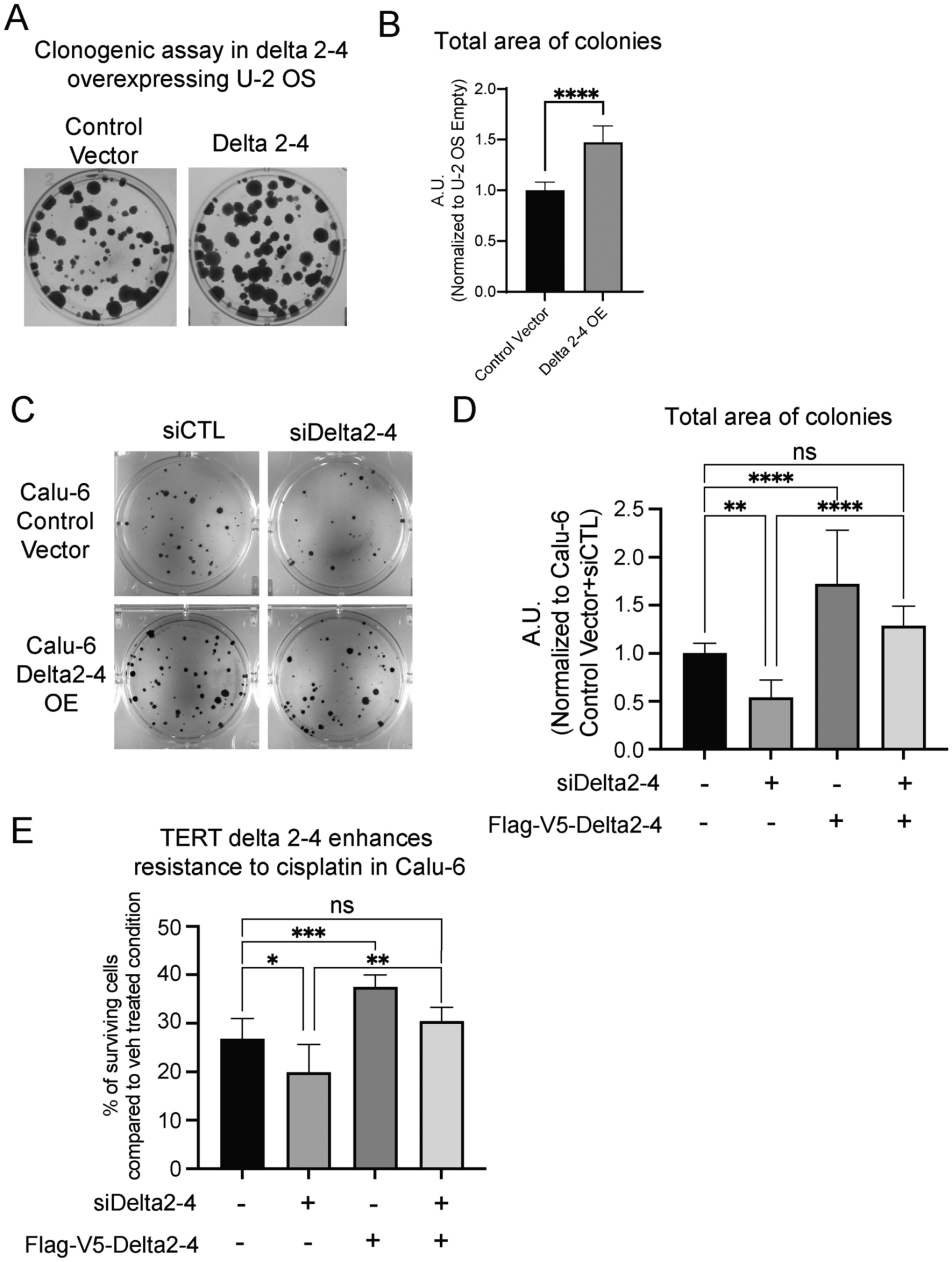
Impact of TERT Delta 2–4 isoform on clonogenicity and resistance to cisplatin. (**A,B**) Overexpression Delta 2–4 in telomerase deficient cell U-2 OS enhanced clonogenicity. Representative image (**A**) and quantification (**B**) are shown. (**C,D**) Knockdown of TERT Delta 2–4 reduced clonogenicity in telomerase positive cells Calu-6, whereas overexpression of TERT Delta 2–4 enhanced clonogenicity in Calu-6. Knockdown effect was rescued by siRNA resistant Delta 2–4 overexpression. Representative image (**C**) and quantification (**D**) are shown. (**E**) Calu-6 cells became more sensitive to cisplatin treatment (1.59 ug/mL, 48 h) by TERT Delta 2–4 knockdown and more resistant by TERT Delta 2–4 overexpression. Knockdown effect was rescued by siRNA resistant Delta 2–4 overexpression. For multiple group comparisons, *p*-value was calculated by Tukey’s multiple comparisons test following one-way ANOVA (ns > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). Data are presented as means ± standard deviations where applicable.

In a follow up experiment, we tested the impact of cisplatin, a common lung cancer chemotherapy, on our gain of function cells. Cisplatin, which is a platinum-based chemotherapeutic, binds to DNA and induces DNA damage resulting in death of cells^51^. Thus, we hypothesized that overexpression of TERT Delta 2–4 would enhance the cells’ resistance to cisplatin treatment in comparison to control. We performed dose response curves with cisplatin in TERT Delta 2–4 expressing U-2 OS and Calu-6 cells to determine EC50 values. We observed EC50 values of 0.72 μg/mL (0.54–0.89) and 1.2 μg/mL (0.95–1.5) for Calu-6 control compared to Delta 2–4 cells, respectively. This was a significant increase in the EC50 value for the Delta 2–4 cells compared to the controls (*p* = 0.002) indicating that the Delta 2–4 cells are more resistant to cisplatin compared to controls, supporting our hypothesis (Fig. S3F). However, expression of TERT Delta 2–4 in U-2 OS cells did not result in a significantly enhanced EC50 of cisplatin compared to control U-2 OS cells, (U-2 OS Delta 2–4 4.0 μg/mL (3.2–11.35) vs. control 3.5 μg/mL (3.0–4.8); S3G). In a rescue experiment, Calu-6 cells with TERT Delta 2–4 knockdown were 26% more sensitive to cisplatin treatment, whereas cells with ectopic expression of TERT Delta 2–4 were 40% more resistant to cisplatin treatment (Fig. 3E). Moreover, reduced resistance to cisplatin by siRNA knockdown was rescued by siRNA resistant TERT Delta 2–4 expression, supporting that the effect of siRNA knockdown on reduced resistance to cisplatin was an on-target effect of siRNA treatment. Overall, reduced clonogenicity and resistance to cisplatin treatment by TERT Delta 2–4 knockdown and increased clonogenicity and resistance to cisplatin treatment by TERT Delta 2–4 overexpression support our hypothesis: TERT Delta 2–4 enhances cells’ resistance to cell death.

### RNA sequencing reveals the impact of Delta 2–4 knockdown on the Calu-6 transcriptome

To further understand the functions of Delta 2–4, we knocked down Delta 2–4 with siRNAs and performed RNA sequencing in Calu-6 cells. Hierarchical clustering based on Euclidean distance confirmed the clustering of biological replicates (Fig. S4A). Differential analysis identified significantly differentially expressed genes (q < 0.1; 24 upregulated genes and 55 downregulated genes) by Delta 2–4 knockdown (Fig. 4A). Next, we generated a volcano plot showing differentially expressed gene using the p-value and log2 fold change (LFC) values (*p* value < 0.01 and LFC <  − 1.5 or > 1.5; Fig. 4B). The top upregulated genes were TCIM (transcriptional and immune response regulator), MT-TS1 (mitochondrially encoded tRNA serine 1), ENSG00000272688 (long non-coding RNA gene), PHF5A (splicing factor; PHD finger protein 5A) and MSMP (microseminoprotein, prostate associated), and the top downregulated genes were LAGE3 (L Antigen Family Member 3) and MAD2L2 (mitotic arrest deficient 2 like 2). After identifying the top up and down regulated genes by Delta 2–4 knockdown, gene set enrichment analysis was performed using significantly differentially expressed genes. From the set of 55 significantly down regulated genes or 24 significantly upregulated genes, enriched biological processes (q < 0.1) were related to translation (down regulated genes, red boxes in Fig. 4C) or production of energy in mitochondria (upregulated genes, blue boxes in Fig. 4C), respectively. When RNA-Seq results from Flag-V5-Delta 2–4 expressing Calu-6 cells were incorporated, we found that changes in expression by TERT Delta 2–4 knockdown were restored by the rescue in 13 genes (p < 0.05 and opposite LFC direction; 6 upregulated and 7 downregulated; Fig. S4B). To further ensure that our results of the RNA sequencing were indeed related the Delta 2–4 knockdown and not due to off target siRNA effects we used miRDB^52^ to predict siRNA/miRNA targets of our Delta 2–4 siRNA (5ʹ-UCCGCCAGGCCGAGCGUCUCACCU). Among the 37 predicted targets, no target genes were found among our 79 differentially expressed genes by TERT Delta 2–4 knockdown (Fig. S4C). DKK1 (Dickkopf-1) expression was upregulated by TERT Delta 2–4 knockdown and the upregulation was attenuated by siRNA resistant TERT Delta 2–4 overexpression (Fig. 4D), as validated by RT-ddPCR (reverse transcription- droplet digital PCR).

**Fig. 4:**
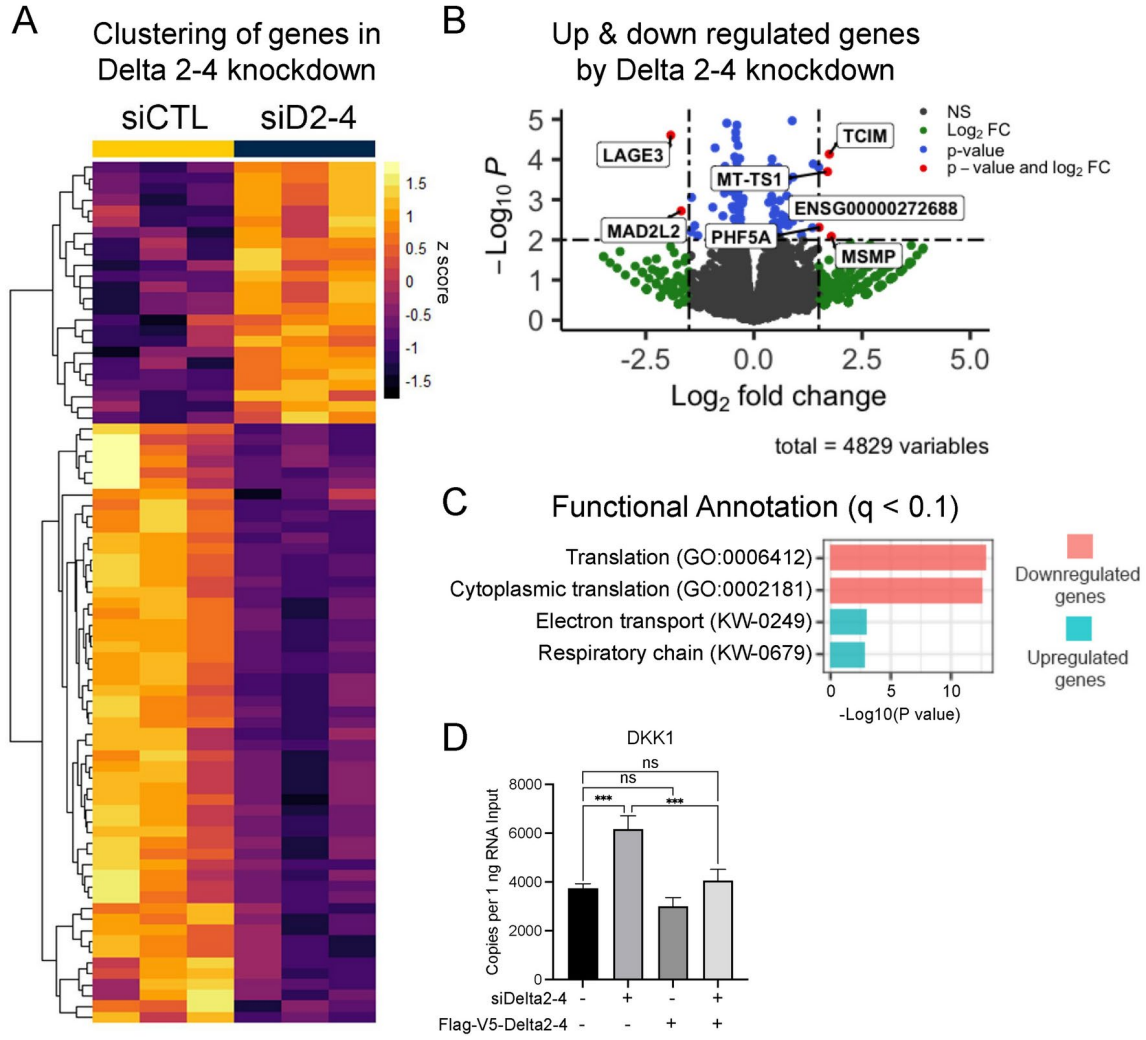
Transcriptomics analyses following TERT Delta 2–4 knock down in Calu-6 cells. (**A**) A heatmap visualizing clusters of differentially expressed genes (q < 0.1; 24 upregulated genes and 55 downregulated genes) in TERT Delta 2–4 knocked down Calu-6 cells. (**B**) Visualization of differentially expressed genes by volcano plot showing -log(p valule) and LFC (log twofold change). Dashed lines are at p value = 0.01 and LFC = 1.5 or − 1.5. Significantly differentially expressed seven genes are indicated (p < 0.01 and LFC <  − 1.5 or > 1.5). (**C**) Four significantly (q < 0.1) enriched biological processes by TERT Delta 2–4 were revealed by gene ontology analysis using differentially expressed genes. Two biological processes in red colors (cytoplasmic translation and translation) are related to downregulated genes, and the other two biological processes in blue colors (respiratory chain and electron transport) are related to upregulated genes with Delta 2–4 knockdown. (**D**) Upregulated DKK1 expression by TERT Delta 2–4 knockdown was rescued by siRNA resistant Delta 2–4 overexpression (determined by ddPCR; n = 3 biological replicates) in Calu-6 cells. For multiple group comparisons, *p*-value was calculated by Šídák's multiple comparisons test following one-way ANOVA (ns > 0.05, ***p < 0.001). Data are presented as means ± standard deviations where applicable.

## Discussion

Increased telomerase activity is associated with greater than 85% of human cancers, including lung cancers^53^. Significant advances have been made in understanding of telomerase composition, biogenesis, trafficking, and regulation. However, fundamental questions remain about the function of alternative splicing isoforms of TERT. Here we report a catalogue of *TERT* mRNA variants from four cells lines. We focused on a novel TERT isoform that we called TERT Delta 2–4. Based on our experimental data we determined that Delta 2–4 does not function in telomere biology but ascribed its function to protecting cells from cell death, likely via translational promotion and mitochondrial protection. Combine our data indicate that the major function of the extensive alternative splicing of TERT pre-mRNAs is to control the abundance of FL TERT and telomerase activity, while low abundant isoforms such as Delta 2–4 likely play supporting roles potentially in translation and mitochondria of rapidly dividing cells such as embryonic stem cells and cancer cells. Additional studies will be needed to determine if any of these identified isoforms are therapeutically targetable.

Previous reports have identified TERT alternative splicing isoforms from a variety of cell types^8,16,17,54,55^. These studies utilized either traditional cDNA cloning followed by Sanger sequencing to identify AS variants or short read RNA sequencing followed by mathematical reconstruction of isoforms based on overlapping reads and probability modeling. While these methods are valid and have identified some transcript variants, newer and more advanced sequencing modalities allow for richer investigation of the transcript landscape of TERT in cells. To directly investigate full length cDNA molecules which might contain multiple splicing events in combination, we chose to use single molecule long read sequencing. This technology provides unambiguous identification of mRNA transcript variants and avoids potential bias of short read sequencing in the mathematical reconstruction of transcript variants. *TERT* is a low abundant gene that is expressed at 1–40 transcript copies per cell^56^. To ensure robust detection of *TERT* we prepared *TERT* specific sequencing libraries using PCR with primers targeting exons 1 and 16. 

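By the authors' novelty classes, 1 of the 126 upper-band TERT models is an exact match to an annotated transcript (with 1 count), 44 are incomplete splice matches, 79 are new combinations of known splice sites and 2 contain a new splice site. Of the 90 lower-band models, 0, 27, 62 and 1 fall into these classes. The models classed as incomplete splice matches held 80.6% ± 7.74 of the TERT counts over the 12 upper-band libraries and 79.9% ± 9.54 over the 12 lower-band libraries (SD). Of the counts of this class, models that match an isoform without exon 2 held 24.1% in the upper and 89.4% in the lower bands, although the junctions of exon 1 with exon 3 and with exon 5 occur in 0 of the 7 annotated TERT transcripts of Gencode version 44. For these models the class and the match by exon number and length cannot both hold against that annotation, and no sequence was used that would decide between them. The 16-exon model of 3403 nt that was taken as full-length TERT is also classed as an incomplete splice match, although a full-length transcript with 16 exons is annotated. There too the class and the match are at odds, so the class alone does not show that counts come from incomplete transcripts. New combinations of known splice sites held 19.3% ± 7.68 and 20.1% ± 9.53. In the lower bands their share was 31.1% ± 2.63 (SD, n = 3) in A549, 23.0% ± 2.24 in iPSC, 18.4% ± 3.99 in Calu-6 and 7.88% ± 6.94 in H1299. Exact and incomplete matches together were not separated between iPSC and the lung cancer libraries (76.9% against 80.9% in the lower bands, exact two-sided permutation p = 0.559, and 85.0% against 79.1% in the upper bands, p = 0.291). This test takes libraries of the same line as separate units, and in the upper bands the identical column is in both groups. It does not show that the shares are equal. The class of one isoform can differ between the tables. The 1672 nt model that matches Delta 2–4 is a new combination in the upper bands and an incomplete splice match in the lower bands.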

We discovered 32 *TERT* mRNA transcripts that have not been reported previously to our knowledge. We observed several transcript variants of *TERT* that were previously known as well. 

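In the upper bands, models other than those that match full-length TERT held between 38.7% and 87.6% of the TERT counts of a library, with a mean of 63.9% ± 15.2 (SD, n = 12). By line this was 80.9% ± 7.17 (SD, n = 3) in H1299, 67.8% ± 10.9 in A549, 54.1% ± 12.3 in Calu-6 and 52.9% ± 13.1 in iPSC. Models under 2.5 kb, which lie below this size bin, held 58.6% ± 9.02 in H1299 and 46.7% ± 9.78 in A549. In Calu-6 and iPSC they held 26.9% ± 14.7 and 32.6% ± 16.1. The amount of short products in the bin and the splicing of a line were not separated here. Every H1299 library (73.4% to 87.6%) lay above every library of Calu-6 (41.1% to 65.6%) and of iPSC (38.7% to 64.4%), where chance gives such a separation of 3 against 3 libraries in 10% of cases. The identical column (55.6%) is counted in both Calu-6 and iPSC but cannot belong to both. For the line it does not belong to the chance is higher than 10%, and the comparisons are not independent. For full-length TERT itself the log2 fold change against H1299 was 1.30 in iPSC (unadjusted p = 0.0211, adjusted p = 0.195 from edgeR's quasi-likelihood test) and 1.27 in Calu-6 (unadjusted p = 0.0243, adjusted p = 0.275). The lower bands, which exclude full-length transcripts by their size, were not counted here. A library of the upper bands had more than 3 counts for 97.7 ± 37.8 TERT models in A549, 68.3 ± 47.1 in H1299, 99.3 ± 11.5 in Calu-6 and 104 ± 7.23 in iPSC.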

Our main conclusion from the long-read RNA sequencing data is that *TERT* is extensively alternatively spliced in telomerase positive cells. We hypothesize that the extensive splicing of TERT to many non-coding or nuclear retained transcripts is to regulate the abundance of FL *TERT* mRNA in the cytoplasm that can be translated into FL TERT proteins. We extend this abundance regulating idea of TERT alternative splicing to include the regulation of the function of TERT as we identified several novel protein coding transcripts that do not appear to be dominant-negative TERTs, retained in the nucleus, or degraded by nonsense-mediated mRNA decay. An alternative hypothesis of the extensive alternative splicing of the TERT locus transcript (pre-mRNA) is that it arises from molecular error and that the resulting products are biological noise^57^. Either way, this mechanism, purposeful or error, regulates the abundance of FL TERT. Of the few novel protein coding transcripts we identified; we pursued determining the function of TERT Delta 2–4.

We focused on TERT Delta 2–4 because of its abundance and potential to code for a new protein isoform with potentially new functions in cell biology. Exons 2 to 4 are translated into the telomerase RNA template binding domain (TRBD in Fig. 1A) and the complete skipping of these exons does not induce frameshifting or a premature stop codon. 

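Exon 2 lies on chromosome 5 of GRCh38 from 1293313 to 1294666 (1354 nt), exon 3 from 1282429 to 1282624 (196 nt) and exon 4 from 1280158 to 1280338 (181 nt). Together they have 1731 nt, which is 577 codons and 51.0% of the 3396 coding nucleotides.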

We showed that Calu-6 cells with Delta 2–4 reduction were 26 percent more sensitive to cisplatin treatment (Fig. 3E). In addition, overexpression of Delta 2–4 TERT in Calu-6 made the cells more resistant to cisplatin treatment (Fig. S3F). Our experiments point out that additional protein coding isoforms of TERT may exist and that further experimentation is required to develop detailed functional annotation of these isoforms.

To further investigate the functional role of Delta 2–4 TERT, RNA sequencing was performed following Delta 2–4 knockdown in Calu-6 cells. Gene ontology analysis revealed that genes involved in translation were downregulated while genes involved in mitochondrial energy production were upregulated following reduction in Delta 2–4 TERT. The top down-regulated genes related to translation included MRPL11, MRPL20, RPL10, RPL13A, RPL28, RPL32, RPL35, RPL36, RPL38, RPS15, RPS2, and RPS21. The top up regulated genes related to mitochondrial function included CYCS, MT-ND1, MT-CYB, and MT-CO2. Our rescue and validation data revealed DKK1, an inhibitor of the classic WNT signaling pathway^57^. TERT and TERT isoforms (Delta 4–13^17^), have been implicated in WNT signaling and our data add to this growing body of literature. Further experiments will be needed to determine the nature of this finding. While our experiments cannot determine direct or indirect effects of Delta 2–4 knockdown, we conclude that delta 2–4 impacts cells likely at the levels of protein translation, WNT signaling, and energy (ATP) production.

Our study is not without limitations. First, when we prepared the TERT specific sequencing library, we used PCR which may have skewed the expression levels shown in the heatmap or generated artifactual sequences (Fig. S1A). Thus, validation of TERT transcripts must be performed before functional studies of novel TERT isoforms are completed. For instance, we confirmed expression of *TERT* Delta 2–4 mRNA by several methods including cDNA cloning, sanger sequencing of the clones, and ddPCR assays of the endogenous transcripts. Another limitation is that *TERT* transcripts that do not contain exons 1 or 16 were not included in our list of isoforms because we enrichment for transcripts that contained exons 1 and 16 by PCR. Also, we did not detect transcripts that were longer than 4-kilobases due to our library preparation and size exclusion. However, we were looking for mRNA variants that retained the original open reading frame and coded for proteins, thus this was a known and purposeful bias in our analysis. 

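The longest TERT model had 3935 nt in the upper bands and 2616 nt in the lower bands. Models under 2.5 kb held 41.2% ± 16.9 (SD) of the TERT counts over the 12 upper-band libraries, with a range of 13.0% to 67.9%, and 99.9% ± 0.259 over the 12 lower-band libraries. Models assigned to genes other than TERT and SLC6A19, with 423 counts in the upper and 100 in the lower bands, had up to 5122 and 6213 nt.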

Although we discovered many TERT isoforms in induced pluripotent stem cells and three non-small cell lung cancer cells, further discovery may be made by using different types of cells, such as embryonic stem cells, somatic cells, adult stem cells, and cells from other types of cancers, as well as tissues from humans. Finally, we were not able to show endogenous protein expression of Delta 2–4 isoform due to the low expression and lack of robust delta 2–4 TERT antibodies^44^. Another limitation to our loss of function data is the fact that we only achieved a 50% knockdown of the mRNA leaving residual Delta 2–4 that could be functioning in telomere maintenance pathways and cell proliferation and survival. Further research should explore more potent loss of function technologies such as CRISPR/Cas13 mRNA depletion or better interfering RNAs. In terms of the overexpression model, we observed high levels of delta 2–4 mRNA and tagged protein expression that is higher than physiological levels of Delta 2–4, therefore our data should be interpreted cautiously with potential hypermorphic impacts of the expressed protein. Finally, we did not test the localization of Delta 2–4 following cellular stressors such as cisplatin treatment which could be informative to the potential function of Delta 2–4 TERT; future research would benefit from these studies.

In conclusion, we show that TERT is extensively alternatively spliced to regulate FL TERT expression and that a novel isoform, Delta 2–4, likely has functions outside of telomere synthesis. We provide evidence that Delta 2–4 functions are related to protein translation and mitochondrial function which act to enhance the clonogenicity of cells and to make lung cancer cells more resistant to cisplatin treatment. Implications of our data are that additional TERT isoforms may code for novel proteins and that better cancer drug efficiency could be achieved by targeting TERT Delta 2–4.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

All raw files used to generate figures can be found in Deep blue data repository (10.7302/hm4z-r975). High throughput sequencing data can be found at Gene expression omnibus (GEO) at GSE279325 (long read TERT specific) and GSE279438 (TERT Delta 2–4 siRNA full transcriptome in Calu-6 cells).

# Supplementary material for: Discovery and characterization of a novel telomerase alternative splicing isoform that protects lung cancer cells from chemotherapy induced cell death
**Source:** Sci Rep. 2025 Feb 25;15:6787. doi: 10.1038/s41598-025-90639-3
**Supplement:** Supplementary file 2 — Supplementary Information 2.

## Slide 1
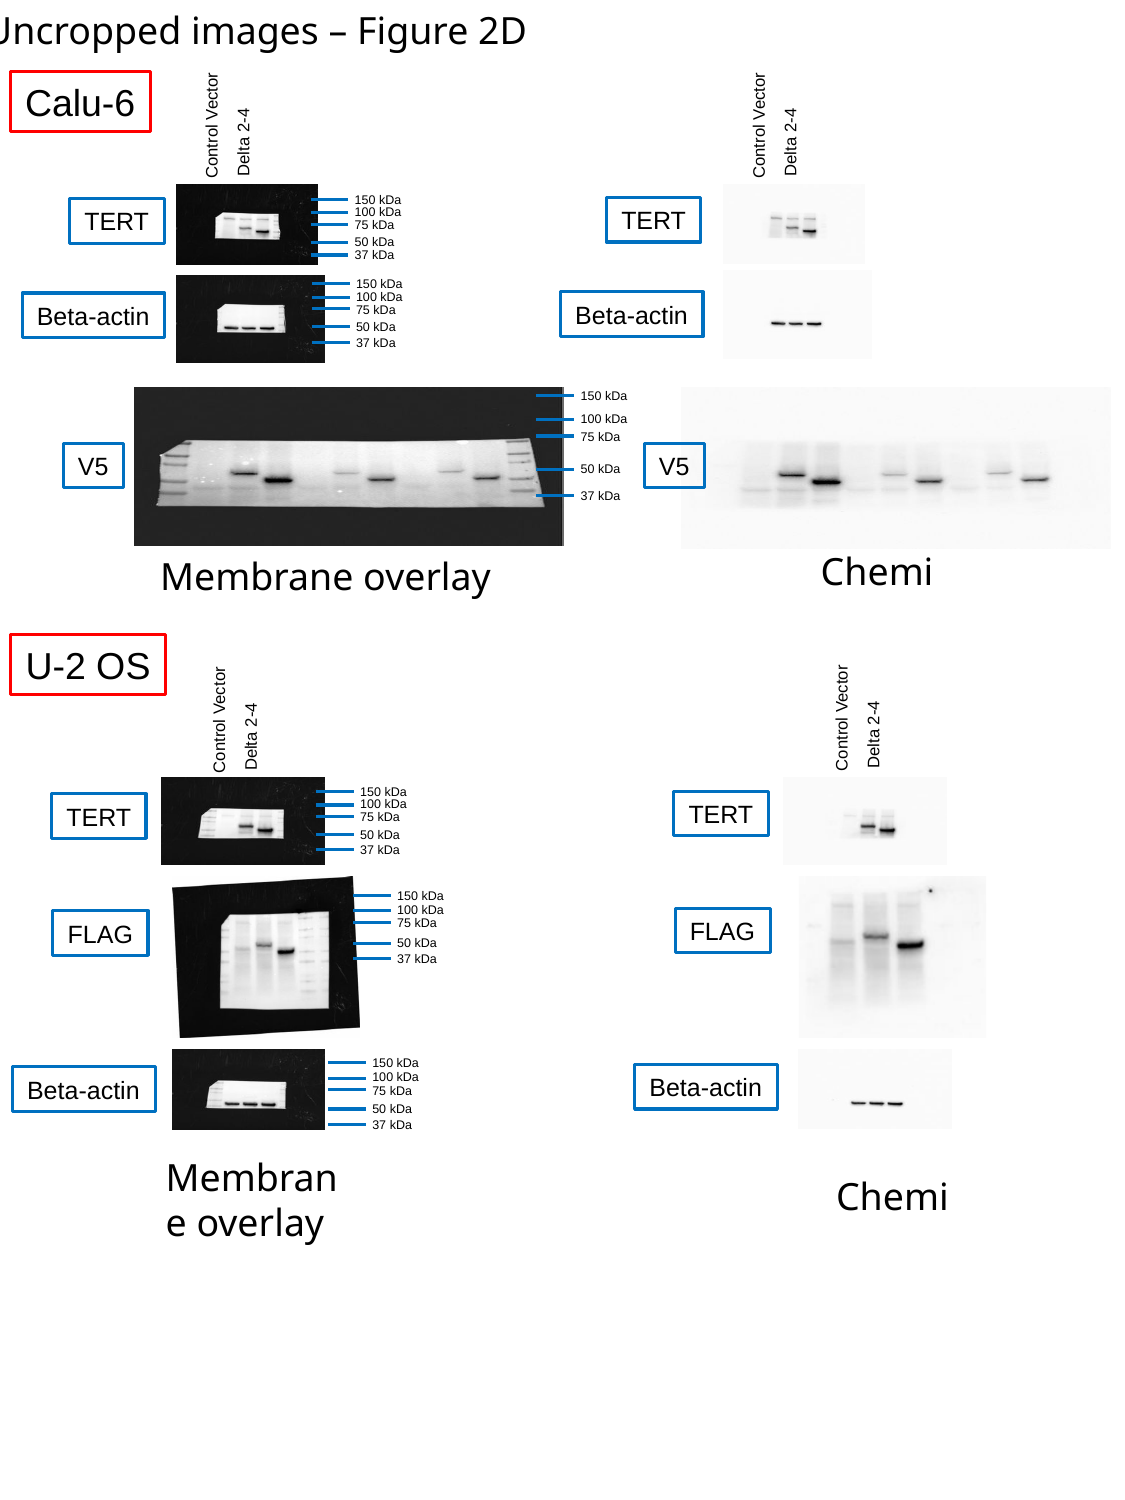

Uncropped images – Figure 2D
Calu-6
Delta 2-4
Delta 2-4
Control Vector
Control Vector
150 kDa
100 kDa
TERT
TERT
75 kDa
50 kDa
37 kDa
150 kDa
100 kDa
Beta-actin
Beta-actin
75 kDa
50 kDa
37 kDa
150 kDa
100 kDa
75 kDa
V5
V5
50 kDa
37 kDa
Chemi
Membrane overlay
U-2 OS
Delta 2-4
Delta 2-4
Control Vector
Control Vector
150 kDa
100 kDa
TERT
TERT
75 kDa
50 kDa
37 kDa
150 kDa
100 kDa
75 kDa
FLAG
FLAG
50 kDa
37 kDa
150 kDa
100 kDa
Beta-actin
Beta-actin
75 kDa
50 kDa
37 kDa
Membrane overlay
Chemi

## Slide 2
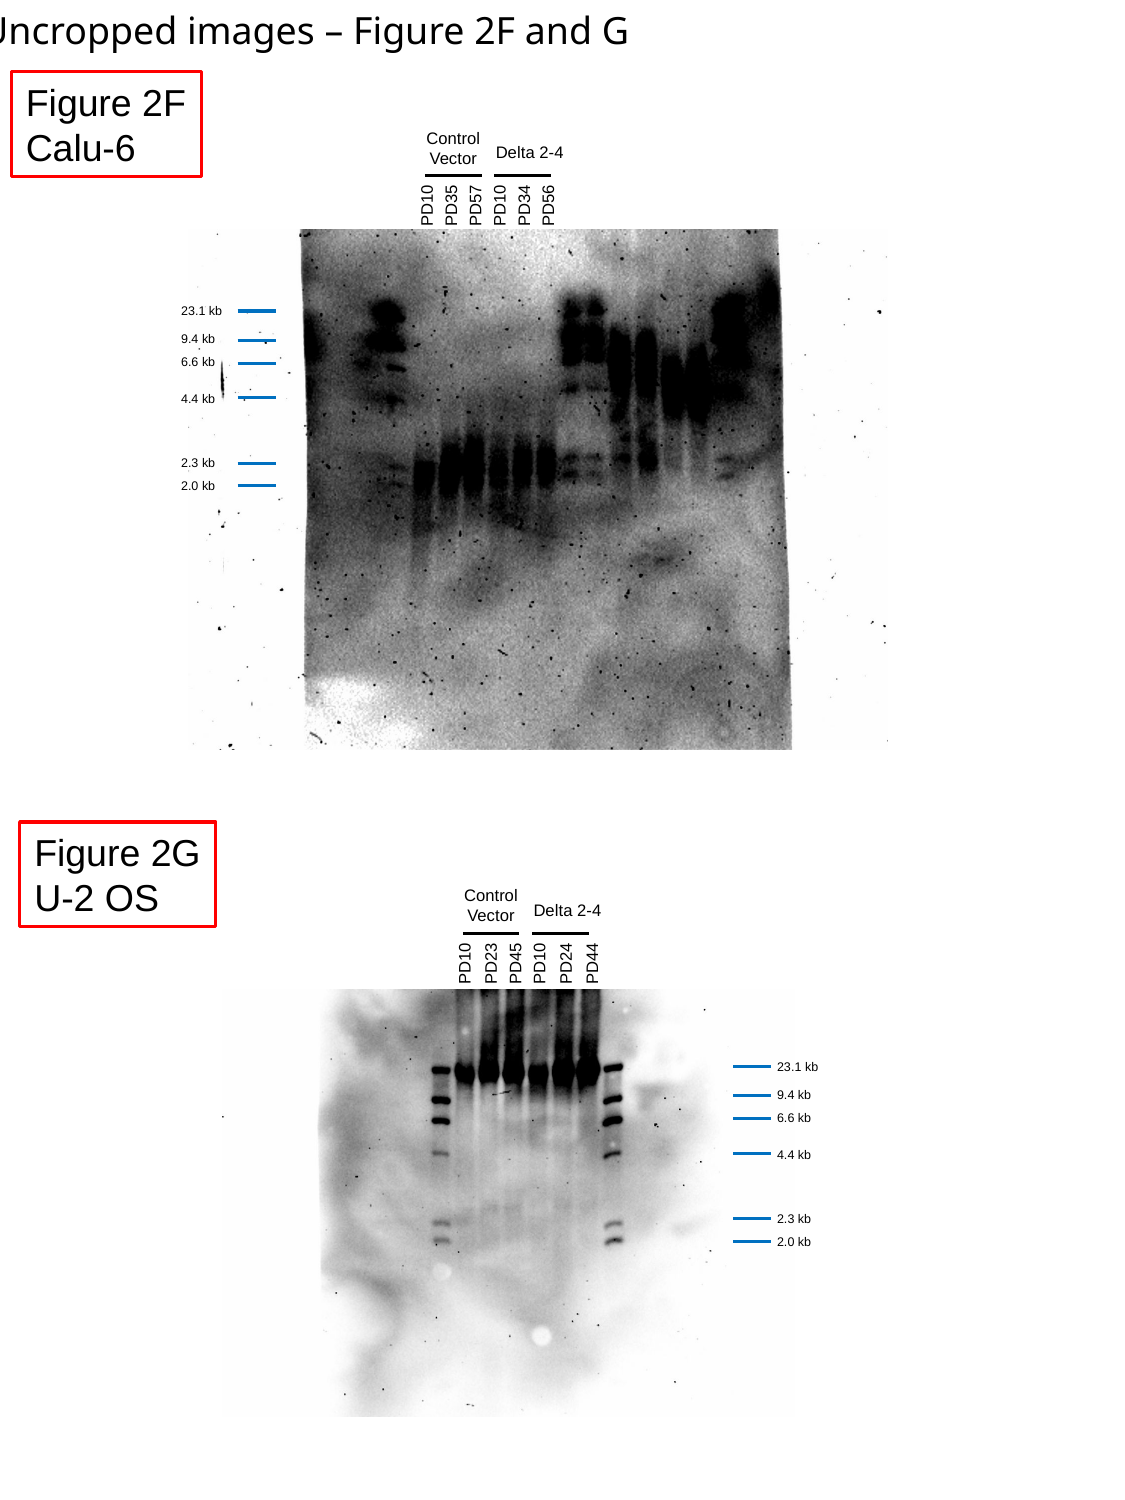

Uncropped images – Figure 2F and G
Figure 2F
Calu-6
Control
Vector
Delta 2-4
PD35
PD57
PD34
PD56
PD10
PD10
23.1 kb
9.4 kb
6.6 kb
4.4 kb
2.3 kb
2.0 kb
Figure 2G
U-2 OS
Control
Vector
Delta 2-4
PD23
PD45
PD24
PD44
PD10
PD10
23.1 kb
9.4 kb
6.6 kb
4.4 kb
2.3 kb
2.0 kb

## Slide 3
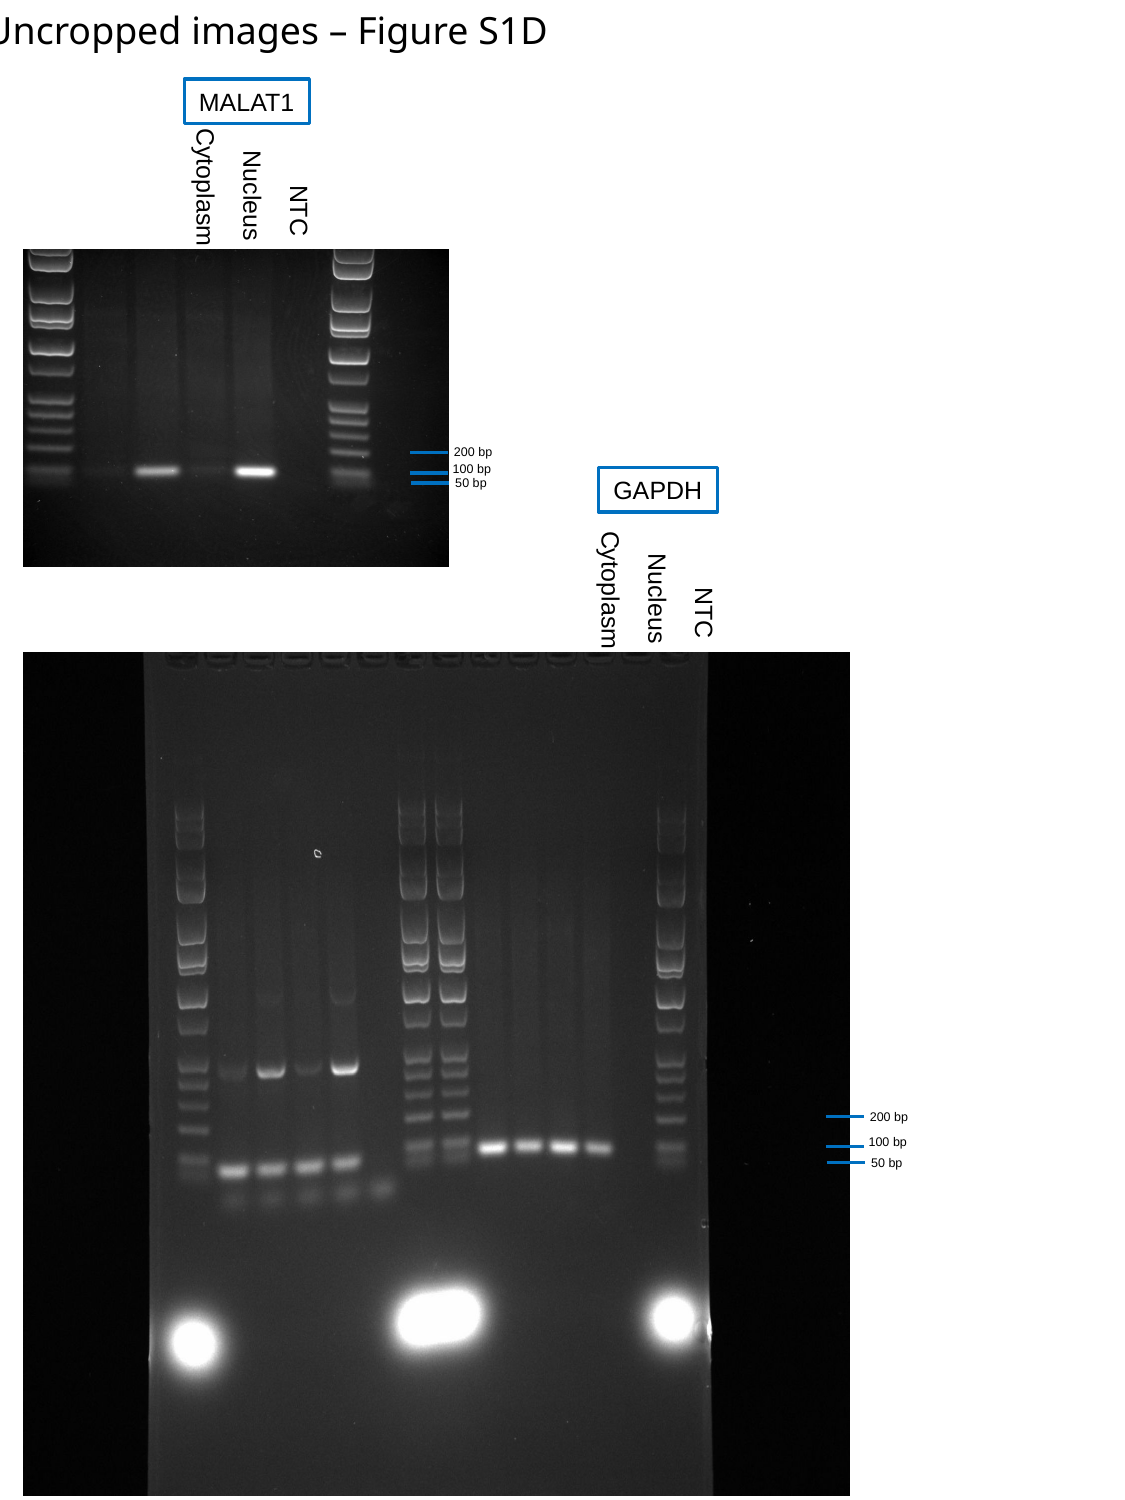

Uncropped images – Figure S1D
MALAT1
Cytoplasm
Nucleus
NTC
200 bp
100 bp
50 bp
GAPDH
Cytoplasm
Nucleus
NTC
200 bp
100 bp
50 bp

## Slide 4
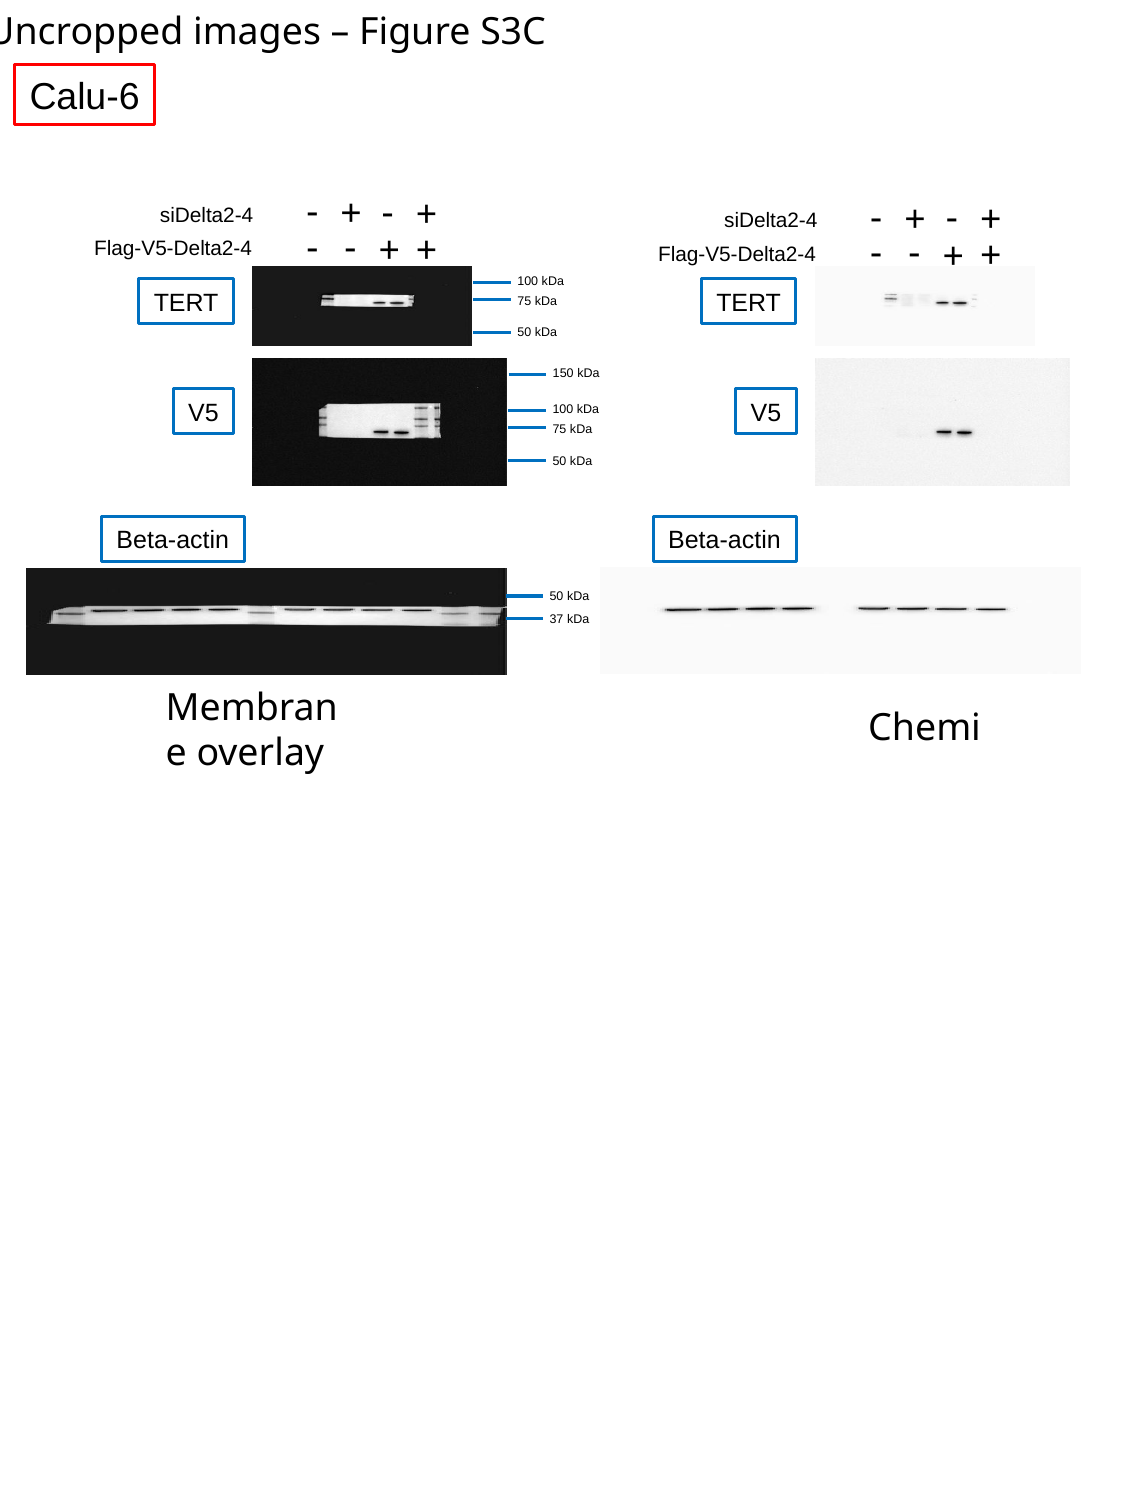

Uncropped images – Figure S3C
Calu-6
-
-
+
+
-
-
+
+
siDelta2-4
siDelta2-4
-
-
+
+
-
-
+
+
Flag-V5-Delta2-4
Flag-V5-Delta2-4
100 kDa
TERT
TERT
75 kDa
50 kDa
150 kDa
V5
V5
100 kDa
75 kDa
50 kDa
Beta-actin
Beta-actin
50 kDa
37 kDa
Membrane overlay
Chemi

How the deposited data were processed for this re-analysis (not part of the article)

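The deposited data are 2 tables of nanopore reads of TERT amplicons, one for the upper bands (2.5 to 4 kb) and one for the lower bands (0.5 to 2.5 kb), each with 12 libraries: 3 replicates of A549, H1299, Calu-6 and iPSC. The authors amplified the cDNA with TERT specific primers, sequenced the size bins on separate flow cells, and called bases with Guppy 3.1.5. They aligned the passed reads to GRCh38.p13 with minimap2 2.14, sorted them with SAMtools 1.13, corrected microindels, mismatches and noncanonical junctions with transcriptClean 2.0.2, assigned them to transcript models with TALON 5.0 and Gencode 38, and kept models with 35 reads in 2 samples. As deposited, the values are raw counts of reads per transcript model that the authors made by these steps and did not divide by library size, with the number of exons, the length and the novelty class of each model. Of the upper-band models 246 and of the lower-band models 174 meet the filter in the tables themselves. Coordinates, junctions and reading frames were taken from Gencode 44 on GRCh38, a later version than the authors' annotation on the same genome build.

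Only models named TERT were used for shares and tests. Library size was the sum of their counts, without further normalization factors, as TPM values divide by the total only. A model was matched to an isoform of Fig. 1C by its exon number and a length within 60 nt of the length that the isoform's exons give. Where several models matched, they were summed, and the single most abundant model was the alternative. Shares are given as the mean and SD of 3 libraries, each size bin on its own. Differences were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest), with cell line as the only factor, 4 groups of 3 libraries, 8 residual degrees of freedom and Benjamini-Hochberg adjustment within each contrast, at a threshold of 0.05. The contrasts were iPSC against the mean of the 3 lung cancer lines, the F test among the 4 lines and the 6 pairs of lines. Single shares were compared by exact two-sided permutation tests of 3 iPSC against 9 lung cancer libraries, whose smallest possible p is 0.00455. These tests take libraries of the same line as separate units, although the 9 come from 3 lines. Single lines were not compared by permutation, since 3 libraries against 3 allow no p below 0.1. Wilson intervals are at 95%, and a count of 0 was read as up to 3 counts of the total. The single Delta 2–4 count of H1299 was given the exact one-sided 95% limit instead, which is the wider of the 2. The other tools were DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

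The transcripts named are the 7 isoforms of Fig. 1C, models chosen from the 5 with the highest mean share in each table, and the 3 with the largest change between iPSC and the lung cancer lines among those past the threshold with at least 35 counts in 2 or more libraries. The 15-exon models near the largest-change model and the 1-exon antisense model were singled out after their values were seen. Alternatives were TMM normalization, DESeq2's size factors, DESeq2, a filter of 10 counts in 3 libraries, all models of the table, 2 groups of 3 and 9 libraries, other denominators and matches, other catalogue filters, and each library left out in turn. Further alternatives were chosen after seeing the data: leaving out the identical columns, a length tolerance of 5 nt, summing the models named TERT and SLC6A19, summing both size bins per line, and a minimum of 35 counts for the inclusion of exons 7–8. For that inclusion, the values use every library with such counts, a choice also made after seeing the data.

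The fit was tested on simulated data: in 10 simulated tables per setting, 20 transcripts were changed 8-fold. At the dispersion of the tables (0.719 in the upper and 0.683 in the lower bands) and with changes balanced in both directions, 65.5% and 71.0% of them were recovered, with 0.7 and 1.2 false calls per table. In a first simulation, whose changes were not balanced, 63.0% and 65.5% were recovered with 0.9 and 4.5 false calls, and the median log2 change of the transcripts raised 8-fold was 2.60 and 1.51. The balanced simulation was added after this was seen. Both simulations held only transcripts with at least 500 counts, 79 in the upper and 54 in the lower bands. Apart from the change in iPSC, every line had the same mean share. In 19 of the 28 lower-band calls, every library of a lung cancer line had 3 counts or fewer. The simulated rates do not cover such calls. Shares are relative within a library, so a change of some isoforms moves the others.

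TERT counts per library ranged from 289 to 143852 in the upper bands and from 37 to 109646 in the lower bands, so the limit set by 3 counts ranges from 0.00209% to 1.04% and from 0.00274% to 8.11%. Because PCR reads carry no molecular identifiers here, these limits cover counting error only. The columns carry cell line and replicate but no barcode, and their names were used as given. One field of the sample labels gives lung cancer for the 3 lower-band iPSC samples, against their title and cell line, so the lower-band comparisons of iPSC rest on the cell line named there and in the table. The RNA sequencing after knockdown, digital PCR and functional experiments were not analysed here.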

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

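All tests in this part were chosen after the result was seen. The paper's main text does not report on the counts assigned to SLC6A19, a gene on the plus strand of chromosome 5, 28035 nt from TERT. They number 366063 in the upper bands and 279730 in the lower bands, above the 3 counts that a count of 0 allows, and exceed the TERT counts in both tables. Expression of this gene is argued against by the structure of the models, since its annotated transcripts have at most 12 exons and at least 90.3% of the counts in either table lie in models with more. Reads of the TERT amplicons in the other orientation are a candidate explanation. In the 22 libraries with at least 1000 TERT counts, the largest difference in an isoform's share between the models of the 2 names had a median of 2.77 percentage points within a library (highest 4.25), against a median of 18.3 points between libraries of different lines (lowest 2.93). The counts per TERT count in these libraries had a median of 1.03 and ranged from 0.988 to 1.40, with 1.40 in Calu-6 replicate 2 of the upper bands and at most 1.11 in the others. The remaining libraries depart from this: H1299 replicate 1 of the upper bands has 8.41 (2431 against 289 counts), although its shares differ by at most 3.85 points between the names, and H1299 replicate 2 of the lower bands has 0.216 (8 against 37). In the latter the shares differ by up to 22.3 points, on these few counts. Orientation alone gives no reason for these ratios. No strand information was used here, so this stays a hypothesis, and no biological explanation was tested beyond expression of the gene.

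A 1-exon antisense model of 2015 nt in the upper bands that belongs to no annotated gene has 416 counts. It is above 3 counts in 11 of 12 libraries, with at most 74 in one library. Neither a technical nor a biological explanation was tested for it.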

How the results depend on the processing

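All the alternatives were set before the data were examined, apart from 5 chosen after seeing the data: leaving out the identical columns, a length within 5 nt, models named TERT and SLC6A19 summed, both size bins summed per line, and a minimum of 35 counts for the inclusion of exons 7–8. The counts of other splits of the libraries were also taken after the results were seen. No paired analysis was possible because the columns carry no barcode and the cell lines compared share no barcode number. For the same reason the alternatives that sum or average the size bins per barcode were not run. Except where a cause is given, the cause was not tested.

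The catalogue of 186 models fell to 122 with the upper-band table alone, 85 with the lower-band table alone, 21 with the models found in both tables and 90 with at least 100 counts in 2 or more libraries, fewer by construction. Counting incomplete splice matches as known raised the share of known models from under 0.01% to 77.5% in A549, 75.1% in H1299, 84.8% in Calu-6 and 85.0% in iPSC in the upper bands, and to 68.9%, 92.1%, 81.6% and 76.9% in the lower bands.

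Of the upper-band models, 0 differed between iPSC and the mean of the lung cancer lines (11 at an unadjusted p under 0.05). With TMM normalization 4 did, with DESeq2's size factors in edgeR 3, with all models of the table 3, with 2 groups 3, and without the 2 identical columns 4. With each library left out in turn the count ranged from 0 to 6, with 6 without A549 replicate 1 and 4 without iPSC replicate 1. Among the 4 lines 0 differed (30 at an unadjusted p under 0.05), with DESeq2 3, without the identical columns 8, and from 0 to 22 with each library left out, with 22 without A549 replicate 1 and 7 without iPSC replicate 1. In all 100 splits of the libraries the counts were as large as these 0, which says nothing about either result.

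Of the lower-band models, 28 differed between iPSC and the lung cancer lines, and 1 of 100 splits, the real one, gave as many. The count was 13 with DESeq2's size factors in edgeR, 2 with DESeq2 and 9 with 2 groups, and 12, 1 and 9 of these were among the 28. It ranged from 1 to 34 with each library left out, with 1 without iPSC replicate 3, 2 without iPSC replicate 2, 13 without A549 replicate 2, 17 without A549 replicate 1 or H1299 replicate 1, and 18 without A549 replicate 3. Size factors in this table rest on 2 models without a count of 0. Among the 4 lines 26 differed, again as many in 1 of 100 splits, with 11 under DESeq2 and from 0 to 46 with each library left out. The count was 0 without A549 replicate 2 (37 at an unadjusted p under 0.05) or A549 replicate 3 (39), 13 without iPSC replicate 3, 17 without iPSC replicate 2 and 46 without iPSC replicate 1.

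For iPSC against the mean of the lung cancer lines in the lower bands, the log2 fold change of Delta 2–4 (3.23) was no longer past the threshold with DESeq2 (2.30), all models of the table (3.31) or the most abundant matching model (3.10), and that of delta 2–4/delta 7–8 (3.61) was not with DESeq2 (2.01), all models (3.62) or the most abundant model (3.401). With 2 groups both reversed, to -0.81 and -1.21, because this fit averages counts over 9 libraries and the other averages logarithms over 3 lines, of which H1299 is near 0. With each library left out in turn they ranged from 2.65 to 4.98 and from 3.44 to 3.81. Delta 2–4 was not past the threshold without A549 replicate 1 (3.19), H1299 replicate 3 (2.65) or iPSC replicate 2 (2.67), and delta 2–4/delta 7–8 was not without H1299 replicate 3 (3.59).

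Lower-band delta 2 (1.01, adjusted p 0.292) passed the threshold without H1299 replicate 2 (0.85, adjusted p 0.0194), a library of 37 counts.

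None of the other log2 fold changes of this comparison that reversed was past the threshold. Upper-band Delta 2–4 (-0.34) became 0.75 with TMM, 0.048 with DESeq2's size factors in edgeR, 0.030 with DESeq2, 0.49 with all models and 0.056 without the identical columns, and ranged from -2.74 to 2.48 with each library left out. It was 2.48 without H1299 replicate 1, 2.45 without Calu-6 replicate 2, 0.25 without iPSC replicate 1 and 0.054 without iPSC replicate 3. For delta 2–4/delta 7–8 (-1.02) the value was 0.026 with TMM and from -2.54 to 1.50 with each library left out, with 1.50 without H1299 replicate 1. For delta 7–8 (-0.24) it was 0.059 with TMM and from -0.74 to 0.016 with each library left out, with 0.016 without iPSC replicate 2. For delta 2 (0.20) the range was -0.16 to 0.46, with -0.16 without iPSC replicate 2, and delta 2/delta 7–8 (-0.47) became 0.014 with TMM. Lower-band delta 2/delta 7–8 (0.12) became -0.15 with DESeq2's size factors in edgeR and with DESeq2 (-0.15), and ranged from -0.059 to 0.27, with -0.059 without H1299 replicate 2.

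Of the 24 comparisons of a pair of lines in the lower bands, 5 passed the threshold, 2 with all models of the table, and from 1 to 7 with each library left out: 1 without H1299 replicate 3, 2 without A549 replicate 1 or H1299 replicate 1. Of the 42 upper-band pairs, 0 passed under every alternative run, and 4 had an unadjusted p under 0.05.

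With all models of the table as denominator, the lower-band share of Delta 2–4 in A549 was 7.698%, and that of delta 2–4/delta 7–8 was 10.2% in A549 and 1.64% in iPSC, lower by construction. The most abundant matching model gave 8.80%, 11.9% and 2.02%, and a length within 5 nt gave 11.9% and 2.02% for delta 2–4/delta 7–8. With both size bins summed the shares were 8.42%, 10.7% and 1.34%, and in H1299 0.0320% for Delta 2–4 and 0.0250% for delta 2–4/delta 7–8. Summing the models named TERT and SLC6A19 gave 0.741% for delta 2–4/delta 7–8 in H1299, where replicate 2 has 45 counts in all. Among the other shares of isoforms 71 values moved by more than 1 SD and 231 did not.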

Differences from the paper's values

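The common shift, the size bin taken for each isoform and the settings named as such were chosen after the values were seen, and the other alternatives before the data were examined. The paper's text gives 45 TERT mRNA variants, where the tables hold 186 distinct TERT models, 13 known variants, where 1 model is classed as known, and 32 others, where 185 are. These are unlike measures. The paper's 32 are variants that, to its authors' knowledge, had no earlier report, while the class used here asks for an exact match to an annotated transcript. An isoform is also split into several models here, full-length TERT into 16. None of the alternatives set before the data were examined closed these gaps. In units of 1000000, the paper's passed reads were 16.4 for the lower bands and 12.2 for the upper bands, and the counts of the tables are 0.548 and 0.713. No alternative bears on this.

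The values of Fig. 1C are on a scale of log2 TPM whose total the paper's text does not name. The log2 TPM here use the TERT total of a library and are higher by a median of 7.87 over the 27 values of the figure that could be compared. Full-length TERT, delta 7–8 and delta 5’E6 were taken from the upper bands and the others from the lower bands. This shift was taken off before a value was called different, both choices being made after seeing the values, and 19 of the 27 then differed. The shift was fitted to these values and not again for any alternative. The total of all models as denominator lowers every value by construction, as does matching fewer models. This denominator opened a gap for full-length TERT in iPSC, with 9.96 after the shift against 10.97 and the paper's about 11. Gaps closed below by such settings can follow from the scale alone, so they explain no difference from Fig. 1C. Figure values were read by eye.

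The log2 TPM of full-length TERT in A549 was 18.30 (10.42 after the shift) against the paper's about 8 in Fig. 1C. In H1299 it was 17.55 (9.67 after the shift) against the paper's about 8.6 in Fig. 1C, and the gap closed with the most abundant matching model (16.75, 8.88 after the shift). In Calu-6 it was 18.81 (10.93 after the shift) against the paper's about 7.6 in Fig. 1C. None of the alternatives set before the data were examined closed the gap in A549 or Calu-6.

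The log2 TPM of delta 5’E6 in A549 was 13.72 (5.84 after the shift) against the paper's about 6.7 in Fig. 1C. In H1299 it was 13.14 (5.27 after the shift) against the paper's about 7.2 in Fig. 1C. In Calu-6 it was 14.18 (6.301 after the shift) against the paper's about 5.6 in Fig. 1C, and the gap closed with the total of all models of the table as denominator (13.10, 5.23 after the shift) or the libraries without Calu-6 replicate 1 (14.03, 6.16 after the shift). In iPSC it was 14.35 (6.48 after the shift) against the paper's about 9.6 in Fig. 1C. None of the alternatives set before the data were examined closed the gap in A549, H1299 or iPSC.

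The log2 TPM of delta 7–8 in A549 was 16.61 (8.74 after the shift) against the paper's about 8 in Fig. 1C, and the gap closed with the total of all models of the table as denominator (15.57, 7.697 after the shift) or the most abundant matching model (15.80, 7.92 after the shift). In H1299 it was 16.85 (8.97 after the shift) against the paper's about 7.6 in Fig. 1C, and the gap closed with the total of all models of the table as denominator (15.34, 7.46 after the shift). In Calu-6 it was 16.79 (8.92 after the shift) against the paper's about 8 in Fig. 1C, and the gap closed with the total of all models of the table as denominator (15.76, 7.88 after the shift) or the most abundant matching model (15.97, 8.10 after the shift) or the libraries without Calu-6 replicate 1 (16.58, 8.70 after the shift) or the libraries without Calu-6 replicate 3 (16.56, 8.68 after the shift).

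The log2 TPM of delta 2 in H1299 was 16.29 (8.42 after the shift) against the paper's about 11 in Fig. 1C. In iPSC it was 17.68 (9.81 after the shift) against the paper's about 12 in Fig. 1C. None of the alternatives set before the data were examined closed the gap in H1299 or iPSC.

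The log2 TPM of Delta 2–4 in A549 was 17.28 (9.41 after the shift) against the paper's about 11 in Fig. 1C. In H1299 it was 5.99 (-1.88 after the shift) against the paper's about 7.7 in Fig. 1C. In Calu-6 it was 12.00 (4.13 after the shift) against the paper's about 3.4 in Fig. 1C, and the gap closed with the total of all models of the table as denominator (10.96, 3.09 after the shift) or the most abundant matching model (11.31, 3.43 after the shift). In iPSC it was 14.96 (7.08 after the shift) against the paper's about 9.2 in Fig. 1C. None of the alternatives set before the data were examined closed the gap in A549, H1299 or iPSC.

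The log2 TPM of delta 2–4/delta 7–8 in A549 was 17.69 (9.82 after the shift) against the paper's about 11 in Fig. 1C. In Calu-6 it was 14.10 (6.22 after the shift) against the paper's about 1.7 in Fig. 1C, and the gap closed with the mean of log2(TPM + 1) (9.78, 1.91 after the shift). In iPSC it was 15.03 (7.16 after the shift) against the paper's about 9.4 in Fig. 1C. None of the alternatives set before the data were examined closed the gap in A549 or iPSC.

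Settings chosen after seeing the values closed further gaps, with the same shift and so with the same limit. Both size bins summed per line gave 16.65 (8.78 after the shift) for full-length TERT in H1299 and 16.03 (8.16) for delta 7–8 in A549. Models named TERT and SLC6A19 summed gave 14.52 (6.64) for delta 5’E6 in A549, and a length within 5 nt gave 16.34 (8.46) for delta 7–8 in A549 and 16.51 (8.63) in Calu-6. For delta 7–8 in Calu-6 leaving out the identical columns gave 16.56 (8.68). Upper-band values of Delta 2–4 were 14.87 in H1299 and 10.42 in Calu-6. They closed the gap in H1299 without replicate 2 (15.46, 7.58 after the shift) or without replicate 3 (15.46, 7.58), and in Calu-6 without replicate 1, replicate 3 or the identical columns (11.00, 3.13). Upper-band values of delta 2–4/delta 7–8 in Calu-6 closed it with the total of all models as denominator (9.05, 1.18), the most abundant matching model (9.44, 1.57), the mean of log2(TPM + 1) (9.74, 1.87) or without replicate 2 (9.51, 1.64). In H1299 they gave 14.42 (6.55) and did not close it.

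For delta 2–4/delta 7–8 in H1299 the lower bands hold 0 counts and give no log2 TPM, while Fig. 1C shows about 9.2. Fig. 1C places Calu-6 lowest of the 4 lines for both isoforms that skip exons 2–4, while in the lower bands the columns named H1299 were lowest for both. The paper states that the skipping was present in all lines, while in the lower bands none of the H1299 libraries had more than 3 such counts. All 3 did in the upper bands, with 4 and 7 counts in replicates 2 and 3. There the columns named Calu-6 had the lowest mean shares of both isoforms (0.137% and 0.118%), but without H1299 replicate 1, a library of 289 counts, those of H1299 were lower (0.00716% and 0.0101%). The Calu-6 value of Delta 2–4 rests in turn on replicate 2, as replicates 1 and 3 had 0 counts. By digital PCR the paper ranks iPSC above A549 for the skipping of exons 2–4. As a share of the TERT counts, which is another measure, it was higher in A549 (37.1% in the lower bands) than in iPSC (6.52%).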

Other observations

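All tests in this part were chosen only after the result was seen, and several were changed or added to after a first value was seen, as stated where they stand.

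The upper-band columns Calu-6 replicate 3 and iPSC replicate 1 are identical in all 250 models. Agreement of 2 separate libraries by coincidence is argued against by the other pairs of upper-band columns, which differ in at least 183 models each. Which of the lines the column belongs to cannot be told apart. The 15-exon models found in the 5 other iPSC columns of both size bins have 0 counts in it, where the lowest share of those columns (0.449%) would give 71.9, which weighs against iPSC. A further test took the models above 3 counts in iPSC replicates 2 and 3 and at most 3 in Calu-6 replicates 1 and 2, if their share would give at least 10 counts. The column has 0 counts in all 3 of them, where the lower share of the 2 libraries would give 55.7, and no such model marks Calu-6. Of these, the 15-exon models of 1885 and 1887 nt were already counted in the first test, so only the 16-exon model of 2631 nt adds to it. What keeps iPSC open is that single libraries of other lines lack models chosen in the same way: A549 replicate 1 of the upper bands has 0 counts in 7 models that set A549 apart from H1299 (100 would be counted), and Calu-6 replicate 3 of the lower bands has 0 in 4 that set Calu-6 apart from H1299 (250). The mean Bray-Curtis distance of the column is 0.240 from Calu-6 replicates 1 and 2 and 0.263 from iPSC replicates 2 and 3.

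H1299 replicate 1 of the upper bands, with 289 TERT counts, has 15.6% of them in models that skip exons 2–4, and H1299 replicates 2 and 3 have 0.0169% and 0.0177%. A549 material in this library is a candidate explanation. The first test was the Bray-Curtis distance of its TERT models, 0.257 from A549 replicates 2 and 3, 0.418 from iPSC replicates 2 and 3, 0.429 from H1299 replicates 2 and 3 and 0.451 from Calu-6 replicates 1 and 2. It includes the models in question, so a second test used the 5 isoforms that keep exons 3 and 4 among the models named SLC6A19. Their shares lay 2.43 percentage points from A549, against 6.94 from iPSC, 7.96 from Calu-6 and 8.72 from H1299. Among the 2431 counts named SLC6A19 in this library, 12.2% skip exons 2–4, and 0.0124% and 0.0125% do in replicates 2 and 3. An exchange of columns with A549 replicate 1 is argued against, as that library's shares lay 17.1 points from H1299 replicates 2 and 3 and nearest to Calu-6 (5.88). The mean upper-band share of Delta 2–4 in H1299 is 3.00% with this library and 0.00716% without it. A biological difference between replicates stays open and was not tested.

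Calu-6 replicate 3 of the lower bands has 0 Delta 2–4 counts, where the share of replicate 2 (1.20%) would give 102, which argues against counting error alone, and replicate 1 has 1 where 48.3 would be counted. Few template molecules before PCR could give such differences. In replicate 1, 0.877% of the counts that skip exons 2–4 include exons 7–8, against 33.1% in replicate 2, but without molecular identifiers few templates and a difference between replicates cannot be told apart. Without replicate 2 the mean share of Delta 2–4 in Calu-6 falls from 0.410% to 0.0125%.

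Fig. 1C places H1299 above Calu-6 for the isoforms that skip exons 2–4, and the lower bands place it below. Exchanged names of the 2 lines, in the figure or in the tables, and upper-band values behind the figure are candidate explanations. With the values of each isoform centred over the 4 lines, the first test, over all 7 isoforms, gave a mean absolute log2 difference from Fig. 1C of 0.694 with the names exchanged and 1.64 as deposited, ranks 1 and 7 of the 24 ways to assign the names. It rests in part on the isoforms that prompted it. A second test, over the 5 isoforms that keep exons 3 and 4, gave 0.595 and 0.852, ranks 2 and 9, so another assignment lay nearer. These tests took the isoforms without exon 2 from the lower bands. A last test took all isoforms from the upper bands, where the columns as named place H1299 above Calu-6 for both isoforms that skip exons 2–4. For these isoforms the difference from Fig. 1C was 1.64 with the names as deposited, against 3.62 with lower-band values, and 0.943 with lower-band values and the names exchanged. Over all 7 isoforms the upper-band values gave 1.10 as deposited and 1.55 exchanged, so over these the exchange no longer lay nearer. Over the 5 isoforms that keep exons 3 and 4 they gave 0.891 and 0.824, ranks 6 and 2, so there it still did. The upper-band order rests on H1299 replicate 1, without which the mean share of Delta 2–4 in H1299 is 0.00716%. The paper's text does not name the size bin behind Fig. 1C, so exchanged names and upper-band values cannot be told apart. The paper's digital PCR, not analysed here, places Calu-6 above H1299 for the skipping of exons 2–4, as the lower-band columns do as named. This weighs against exchanged names in the tables and leaves an exchange in the figure open. A difference in the authors' processing was not tested.

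Models 5 nt shorter than the most abundant model of an isoform hold many TERT counts. For full-length TERT in the upper bands their ratio to the longer model is 0.466 among models named TERT (0.447 to 0.484 over 11 libraries) and 0.0282 among the counterparts named SLC6A19 (0.0247 to 0.0362 over 12 libraries). A splice site choice in the transcripts would give the same ratio for both names, if the models named SLC6A19 are TERT amplicon reads. That condition stays a hypothesis here. Base calling or alignment that depends on the orientation of the read may give the difference. The ratio is not one value for all isoforms: no model 5 nt shorter is listed for delta 5’E6 in the upper bands or for delta 2–4/delta 7–8 in the lower bands.

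Lower-band counts of 15-exon models were also unequal. The 5 of these models within 30 nt of the 1890 nt model and without a match in Fig. 1C had 2083 counts in iPSC, a mean share of 2.04% ± 1.54 (SD, n = 3), and 22 counts among 186354 in the lung cancer libraries, all of the 1908 nt model in A549 and 20 of them in replicate 2. Without iPSC replicate 2 the mean share is 1.29%. The models were first taken by hand as 4 with 0 lung cancer counts (1944 in iPSC), which left out the 1908 nt model, and the rule of 30 nt was set after that. Depth of the lung cancer libraries is argued against, as the lowest share in iPSC (0.449%) would give 837 counts in them (345 without Calu-6 replicate 2, and 3981 without iPSC replicate 1, which has this lowest share). In the upper bands 3 such models have 887 counts in iPSC replicates 2 and 3, 0 in iPSC replicate 1 and 10 in Calu-6 replicate 2. With 32 counts in lung cancer libraries of both size bins, transcripts of iPSC only and transcripts rare in the other lines cannot be told apart, since these counts come from few libraries and counts of another library could not be excluded. No other technical explanation was tested.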
